# Parallel Gene Expression Changes in Ventral Midbrain Dopamine and GABA Neurons during Normal Aging

**DOI:** 10.1523/ENEURO.0107-25.2025

**Published:** 2025-05-29

**Authors:** Ana Luiza Drumond-Bock, Harris E. Blankenship, Kevin D. Pham, Kelsey A. Carter, Willard M. Freeman, Michael J. Beckstead

**Keywords:** mice, neuronal aging, serotonin, substantia nigra, translatomics, ventral tegmental area

## Abstract

The consequences of aging can vary dramatically between different brain regions and cell types. In the ventral midbrain, dopaminergic neurons develop physiological deficits with normal aging that likely convey susceptibility to neurodegeneration. While nearby GABAergic neurons are thought to be more resilient, decreased GABA signaling in other areas nonetheless correlates with age-related cognitive decline and the development of degenerative diseases. Here, we used two novel cell type-specific translating ribosome affinity purification models to elucidate the impact of healthy brain aging on the molecular profiles of dopamine and GABA neurons in the ventral midbrain. By analyzing differential gene expression from young adult (7-10 months) and old (21-24 months) mice, we detected commonalities in the aging process in both neuronal types, including increased inflammatory responses and upregulation of pro-survival pathways. Both cell types also showed downregulation of genes involved in synaptic connectivity and plasticity. Intriguingly, genes involved in serotonergic synthesis were upregulated with age in GABA neurons and not dopamine-releasing cells. In contrast, dopaminergic neurons showed alterations in genes connected with mitochondrial function and calcium signaling, which were markedly downregulated in male mice. Sex differences were detected in both neuron types, but in general were more prominent in dopamine neurons. Multiple sex effects correlated with the differential prevalence for neurodegenerative diseases such as Parkinson's and Alzheimer's seen in humans. In summary, these results provide insight into the connection between non-pathological aging and susceptibility to neurodegenerative diseases involving the ventral midbrain, and identify molecular phenotypes that could underlie homeostatic maintenance during normal aging.

## Significance Statement

This work describes altered gene expression profiles in ventral midbrain dopamine and GABA neurons with aging. Experiments used two novel cell-type–specific reporter models to enable translatome analysis. Common age-driven alterations included increased inflammatory and prosurvival cell signaling and downregulation of synaptic transmission and plasticity genes. In individual cell types, we observed upregulation of serotonergic synthesis in GABA neurons and downregulation of mitochondrial function genes in dopamine neurons. Sex differences were detected in both neuronal types but were more prominent in dopamine neurons. These results reinforce aging as a risk factor for neurodegeneration in these neuronal populations while providing insight into potential mechanisms of homeostatic regulation during healthy aging and into genetic adaptations that are sex or neuron-type specific.

## Introduction

Biological aging is fundamentally variable. Humans and laboratory rodents exhibit great variance in cognitive abilities as they age (Spilich and Voss, 1983; Burger et al., 2007; Matzel et al., 2008), and individual tissues and cell types exhibit a wide range of responses to aging and its hallmarks (Hou et al., 2019; Allen et al., 2023; Jin and Cai, 2023; Kilfeather et al., 2024; Yaghmaeian Salmani et al., 2024). Brain aging is a leading risk factor for neurodegeneration (Anderton, 1997; Wyss-Coray, 2016; Hou et al., 2019) and likely plays a causative role in the development of diseases such as Alzheimer's (AD) (Wrigglesworth et al., 2021) and Parkinson's disease (PD; Nussbaum and Ellis, 2003; Poewe et al., 2017). Although findings in transcriptomic changes across the lifespan reveal selective sensitivity of regional cell populations to specific neurodegenerative diseases (Gonzalez-Velasco et al., 2020; Allen et al., 2023; Hahn et al., 2023), detailed mechanisms behind aging-related susceptibility or resilience to neurodegeneration are not well understood, especially within vulnerable brain regions.

Neurons of the ventral midbrain that synthesize and release dopamine may be particularly susceptible to aging and have been described as “biomarkers of aging” whose functional decrements may reflect a “core mechanism of aging itself” (Rollo, 2009). While multiple subtypes have been described, dopamine cell bodies can be roughly divided between the substantia nigra pars compacta (SNc), which projects through the nigrostriatal pathway and is necessary for the initiation of voluntary movement, and the ventral tegmental area (VTA), which projects widely through the mesocorticolimbic pathway to regulate cognitive, motivational, and affective behaviors (Schultz, 2002; Chaudhury et al., 2013). Nigrostriatal function naturally decreases with age (Branch et al., 2014; Howell et al., 2020; Noda et al., 2020), and motor impairment due to dopamine neurodegeneration is a hallmark of PD (Jankovic, 2008; Trist et al., 2019; Ledonne et al., 2023). Conversely, recent work in mice has selectively implicated VTA dopamine neurons in the development of AD (Nobili et al., 2017; Blankenship et al., 2024; Spoleti et al., 2024).

While subsets of dopamine neurons also noncanonically release the inhibitory neurotransmitter GABA (Tritsch et al., 2012), a nondopaminergic midbrain population of vesicular GABA transporter (VGAT)-expressing neurons serves as both local interneurons and projection cells (Reiner et al., 1998; van Zessen et al., 2012; Ntamati and Lüscher, 2016; Yoo et al., 2016; Nagaeva et al., 2020). Although GABA neurons demonstrate relative resiliency (Rissman et al., 2007), recent longitudinal studies point to a global decrease of GABA with aging in multiple regions of the brain (Zuppichini et al., 2024). GABA has broad effects due to its role as the brain's principle fast inhibitory neurotransmitter, and decreased GABA signaling has been associated with the development of neurodegenerative diseases (Błaszczyk, 2016; Purves-Tyson et al., 2021; Bang et al., 2023). Particularly in AD, alterations of the balance between excitatory and inhibitory signaling could contribute substantially to cognitive decline (Rissman and Mobley, 2011). Conversely, modulatory increase of GABA availability can ameliorate the effects of age in midbrain auditory neurons (Brecht et al., 2017). Hence, understanding the effects of aging on both GABA and dopamine neurons is essential due to their complex interactions in the ventral midbrain and the critical role of dysfunctional dopamine release in age-related neurodegenerative diseases.

To elucidate the impacts of healthy aging on the translatome of midbrain dopaminergic and GABAergic neurons, here we combined two transgenic tools by crossing neuron-type–specific *Cre-recombinase*–expressing mice (either DAT-Cre or VGAT-Cre) with mice expressing a *Cre*-dependent “translating ribosome affinity purification” (TRAP) transgene (Fig. 1*A*). Expression of the TRAP transgene resulted in expression of GFP-tagged ribosomal subunit L10a, in a *Cre-*dependent manner (Fig. 1*B*). In the crosses used in the present study, the TRAP transgene was expressed only in dopamine neurons (DAT-Cre) or GABA neurons (VGAT-Cre) allowing for cell-type–specific isolation of ribosome-bound, actively translating messenger RNAs (mRNA). TRAP maintains an advantage over bulk RNA sequencing in that it targets actively translating RNA from a cell-type–specific population instead of total RNA, thus more closely matching protein expression (Roh et al., 2017; Blevins et al., 2019; Chucair-Elliott et al., 2020; Ocanas et al., 2022; Kilfeather et al., 2024). Additionally, TRAP affords cell-type specificity without the confounds of cell sorting (Tiklova et al., 2019; Ocanas et al., 2022). By comparing midbrain dopamine and GABA neurons, we identified that these cells undergo some similar changes in regulation, particularly an increase of inflammatory responses and upregulation of prosurvival pathways. We also found that both cell types show downregulation of genes involved in synaptic connectivity and plasticity. Cell-type–specific effects included a surprising upregulation of serotonergic synthesis in GABA neurons, as well as a significant downregulation of genes connected to mitochondrial function and calcium signaling in dopaminergic neurons. Furthermore, we detected that changes in translatomic profiles with aging were different between males and females, a feature that was more prominent in dopamine neurons. Overall, the data provide a detailed description of age-driven molecular effects in both dopamine and GABA neurons from a single brain area (the ventral midbrain) and could be useful in targeting the biological consequences of aging in these cell populations.

**Figure 1.**
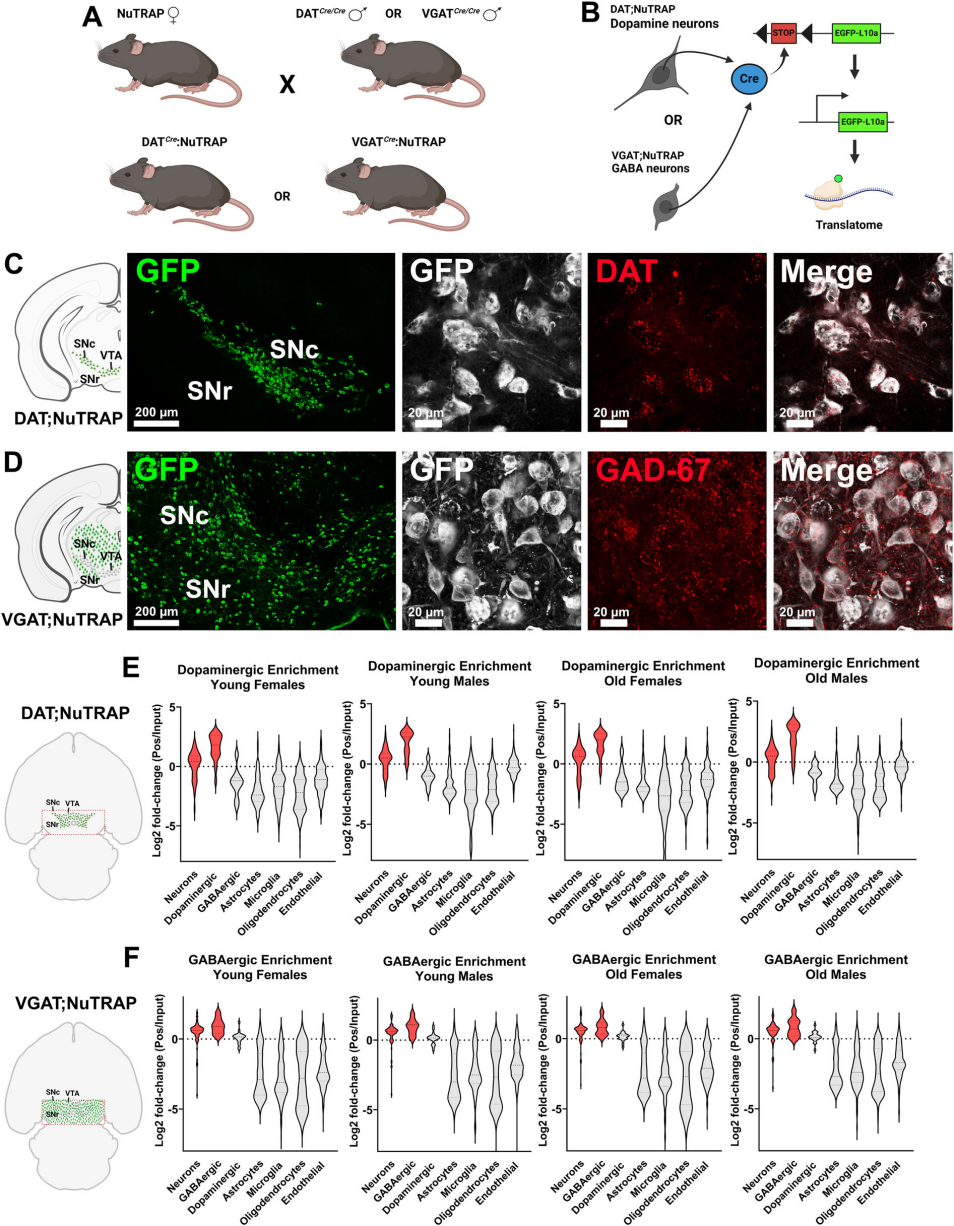
Cell-type–specific NuTRAP mouse models. ***A***, DAT;NuTRAP and VGAT;NuTRAP mice were generated by crossing NuTRAP mice with DAT-Cre or VGAT-Cre mice. ***B***, In the presence of *Cre-recombinase*, the floxed stop codon was removed, and ribosomal subunit L10a fused with GFP was expressed in a cell-type–specific manner. ***C***, A representative image of DAT;NuTRAP mice; GFP signal was detected in dopamine transporter (DAT) expressing cells. ***D***, A representative image of VGAT;NuTRAP mice; GFP signal was detected in GAD-67 expressing cells. No qualitative difference was observed between the GFP signal of young or old mice. SNc, substantia nigra pars compacta; VTA, ventral tegmental area; SNr, substantia nigra pars reticulata. ***E***, The region of the midbrain collected during GFP-tagged dopaminergic mRNA isolation (red-dotted rectangle) and gene enrichment results of the RNA-seq dataset for DAT;NuTRAP mice, separated by age and sex. ***F***, The region of the midbrain collected during GFP-tagged GABAergic mRNA isolation (red-dotted rectangle) and gene enrichment of the RNA-seq dataset for VGAT;NuTRAP mice, separated by age and sex. Neuronal and dopaminergic (DAT;NuTRAP) or GABAergic (VGAT;NuTRAP) enriched genes are represented in red.

## Materials and Methods

### Animals

Adult male and female DAT^IRES*cre*^ (RRID:IMSR_JAX:006660; Bäckman et al., 2006), Vgat-ires-cre knock-in (C57BL/6J; RRID:IMSR_JAX:028862; Vong et al., 2011), and NuTRAP (RRID:IMSR_JAX:029899; Roh et al., 2017) mice were originally obtained from The Jackson Laboratory. These mice were group housed and mated at the Oklahoma Medical Research Foundation (OMRF) Comparative Medicine facilities, on a 12 h light/dark cycle. To generate “DAT;NuTRAP” mice, DAT^IRES*cre*^ (cre/cre) males were mated with homozygous NuTRAP^Flox/Flox^ females, and “VGAT;NuTRAP” mice were generated by mating Vgat-ires-cre (cre/cre) males with homozygous NuTRAP^Flox/Flox^ females (Fig. 1*A*,*B*). The first two progenies of each breeding pairs were genotyped, in accordance with the Jackson suggested PCR protocol, for both respective-*Cre* and *Flox* genes (see Table 1 for specific primer sequences). In addition, sporadic genotyping throughout the fertile life of each pair was performed to ensure accurate genotypes. Experimental mice were aged naturally within our colony. All mice in the “Old” group were 21 months old, with the exception of one VGAT;NuTRAP female, which was 24 months old (Table 2). Previous aging work in mice has identified 18–25 months as a range of altered gene expression and declining brain function, including in dopamine neurons (Branch et al., 2014; Masser et al., 2017; Howell et al., 2020; Kellogg et al., 2023; Ocañas et al., 2023; Troyano-Rodriguez et al., 2023). The age of choice (21 months) was intended to target neuronal translatomic profile changes in mostly healthy mice prior to the development of age-related health issues. Mice that were beyond life expectancy (>28 months) were not studied because of the potential for survival bias, as populations with exceptional longevity (e.g., centenarians in humans) are thought to possess factors that diverge from normal aging (Willcox et al., 2006; Fischer et al., 2016; Trivedi et al., 2024). For the “Young” group, 17 out of 20 mice were aged 8–9 months old (Table 2), with a few exceptions required to complete the cohorts due to uneven litter sizes and sex distributions. All animal procedures were performed in accordance with the OMRF Institutional Animal Care and Use Committee.

**Table 1.** Primers used for used for mouse genotyping and antibodies used for immunofluorescence

Reagent	Source	Identifier
Oligo: TGGCTGTTGGTGTAAAGTGG	Sequence: JAX/reagent, Integrated DNA Technologies (IDT)	DATIREScre, forward
Oligo: GGACAGGGACATGGTTGACT	Sequence: JAX/reagent, IDT	DATIREScre, reverse, WR
Oligo: CCAAAAGACGGCAATATGGT	Sequence: JAX/reagent, IDT	DATIREScre, reverse, TG
Oligo: CTTCGTCATCGGCGGCATCTG	Sequence: JAX/reagent, IDT	Vgat-ires-cre, forward
Oligo: CAGGGCGATGTGGAATAGAAA	Sequence: JAX/reagent, IDT	Vgat-ires-cre, reverse, WR
Oligo: CCAAAAGACGGCAATATGGT	Sequence: JAX/reagent, IDT	Vgat-ires-cre, reverse, TG
Oligo: GACCACCTACAAGGCCAAGA	Sequence: JAX/reagent, IDT	NuTRAPFlox/Flox, forward, WT
Oligo: CCAGTTTGGCAATGTCTTCA	Sequence: JAX/reagent, IDT	NuTRAPFlox/Flox, reverse, WT
Oligo: CTGGCTTCTGAGGACCG	Sequence: JAX/reagent, IDT	NuTRAPFlox/Flox, forward, TG
Oligo: AGCCTGCCCAGA AGACTCC	Sequence: JAX/reagent, IDT	NuTRAPFlox/Flox, reverse, TG
Antibody: Goat anti-GFP (1:200)	Novus	Catalog #NB100-1770/RRID: AB_10128178
Antibody: Rat anti-DAT-Nt (1:1,000)	Millipore	Catalog #MAB369/RRID: AB_2190413
Antibody: Rabbit anti-GAD67 (1:100)	Thermo Fisher Scientific	Catalog #PA5-21397/RRID: AB_11153284
Antibody: Donkey anti-goat Alexa Fluor 488 conjugate (1:500)	Jackson ImmunoResearch Laboratories	Catalog #705-545-147/RRID: AB_2336933
Antibody: Donkey anti-rabbit Alexa Fluor 594 conjugate (1:500)	Jackson ImmunoResearch Laboratories	Catalog #711-585-152/RRID: AB_2340621
Antibody: Donkey anti-rat Alexa Fluor 647 conjugate (1:500)	Jackson ImmunoResearch Laboratories	Catalog #712-605-150/RRID: AB_2340693

**Table 2.** Specific ages of all animals used in the study, by group

Animal_ID	Age	Animal_ID	Age	Animal_ID	Age	Animal_ID	Age
DAT-Cre; NuTRAP							
Young_Male_1	10.5 months	Old_Male_1	21 months	Young_Female_1	9 months	Old_Female_1	21 months
Young_Male_2	8 months	Old_Male_2	21 months	Young_Female_2	9 months	Old_Female_2	21 months
Young_Male_3	9 months	Old_Male_3	21 months	Young_Female_3	9 months	Old_Female_3	21 months
Young_Male_4	9 months	Old_Male_4	21 months	Young_Female_4	9 months	Old_Female_4	21 months
Young_Male_5	9 months	Old_Male_5	21 months	Young_Female_5	8 months		
VGAT-Cre; NuTRAP							
Young_Male_1	9 months	Old_Male_1	21 months	Young_Female_1	9 months	Old_Female_1	24 months
Young_Male_2	8.5 months	Old_Male_2	21 months	Young_Female_2	9 months	Old_Female_2	21 months
Young_Male_3	7 months	Old_Male_3	21 months	Young_Female_3	9 months	Old_Female_3	21 months
Young_Male_4	7 months			Young_Female_4	8.5 months	Old_Female_4	21 months
				Young_Female_5	8.5 months	Old_Female_5	21 months
				Young_Female_6	8.5 months		

### TRAP transgene and generation of NuTRAP crosses

NuTRAP mice (Roh et al., 2017) express a transgene construct targeted to the Rosa26 locus that drives expression of the 60S ribosomal subunit L10a fused to EGFP (Fig. 1*B*). Upstream to the construct is a double floxed stop codon (loxP-stop-loxP), which is excised in the presence of *Cre-recombinase*. The expression of this transgene results in the formation of GFP-tagged polysomal complexes that can be isolated and purified with the use of anti-GFP antibodies (Abcam, catalog #ab290) and protein G magnetic beads (Invitrogen, catalog #10003D). When crossed with mice that express *Cre-recombinase* in a cell-type–specific manner, GFP-tagged ribosomal subunits are expressed only in cells expressing *Cre*. DAT^IRES*cre*^ are transgenic mice that express *Cre* under the promoter of the dopamine transporter gene (*Slc6a3*; DAT). When crossed with NuTRAP mice (Fig. 1*A*), DAT;NuTRAP progeny exhibit GFP-tagged ribosomes only in cells expressing DAT. In a similar manner but in a different cell type, Vgat-ires-cre express *Cre* under the promoter for the vesicular GABA transporter gene (*Slc32a1*; VGAT). VGAT;NuTRAP mice (Fig. 1*A*), therefore, have GFP-tagged ribosomes only in cells expressing VGAT. The ability to isolate GFP-tagged polysomal complexes in a *Cre*-dependent manner allows for valuable translatomic studies in individual cell types, even in complex tissue such as the brain (Chucair-Elliott et al., 2020).

### Histology processing and immunofluorescence

Cell-type specificity of the GFP-tagged ribosomes was assessed by immunofluorescence imaging for both young and old animals. Representative images from DAT;NuTRAP and VGAT;NuTRAP brains are shown in Figure 1, *C* and *D*, respectively. At killing, mice received an intraperitoneal injection of 2,2,2-tribromoethanol (Sigma-Aldrich, catalog #T48402-25G, 0.25 g/kg). Mice then underwent cardiac perfusion with 10% sucrose (Sigma-Aldrich, catalog #S7903-5KG), followed by 4% paraformaldehyde (PFA; Sigma-Aldrich, catalog #158127-500G) in 1× phosphate-buffered saline (PBS; Fisher Bioreagents, catalog #BP399-1), using a Perfusion Two automated pressure perfusion system (Leica Biosystems). After harvest, the entire brain was placed in 4% PFA for 24 h and then in 30% sucrose and stored in 4°C until embedding. Tissues were embedded in OCT compound (Sakura Finetek, catalog #4583), and 50 µm coronal slices were sectioned with a CryoStar NX70 Cryostat (Thermo Fisher Scientific). Brain slices were maintained in Cryoprotectant 3 (30% sucrose, 30% ethylene glycol, 1% PVP-40, in 0.1 M PBS) until time of staining. At staining, free-floating brain slices were washed with 1× PBS, for removal of the cryoprotectant, and then permeabilized with 0.2% Triton X-100 (Sigma-Aldrich, catalog #T8787) in 1× PBS (PBS-T) for 1 h (four times, 15 min). After PBS-T, slices were blocked for an hour with 7% normal donkey serum (NDS; Jackson ImmunoResearch Laboratories, catalog #017-000-121) prepared in 0.2% PBS-T. Table 1 lists all antibody information and dilutions. Incubation with primary antibodies and 7% NDS was performed at 4°C for 72 h, after which samples were washed with 0.2% PBS-T for 1 h (four times, 15 min). Incubation with secondary antibodies and 7% NDS was performed at room temperature (24°C) for 2 h, after which slices were washed in 0.2% PBS-T (two times, 15 min) and 1× PBS (two times, 15 min). Brains slices were then transferred to coated slides (Globe Scientific, catalog #1358P), mounted with ProLong Glass Antifade mounting media (Invitrogen, catalog #P36980) and covered with glass coverslips (Fisherbrand, catalog # 12-545). Immunofluorescence images were obtained at the Imaging Core Facility at OMRF, using a LSM 710 confocal microscope (Carl Zeiss). Individual channel images were consistently (for all groups) adjusted for brightness and contrast when necessary.

### Sample collection for RNA

Mice were anesthetized with isoflurane and rapidly decapitated. To minimize activity-induced transcriptomic changes, we immediately removed the brain and placed it in ice-cold choline chloride cutting solution, containing the following (in mM): 110 choline chloride; 2.5 KCl; 1.25 Na_2_PO_4_; 0.5 CaCl_2_; 10 MgSO_4_; 25 glucose; 11.6 Na-ascorbate; 3.1 Na-pyruvate; 26 NaHCO_3_; 12 *N*-acetyl-l-cysteine; and 2 kynurenic acid. Using a vibrating microtome (Leica VT1200s), 600-µm-thick horizontal brain slices were collected, accounting for the entire rostral–caudal length of the ventral midbrain. Sections were moved onto a prechilled collection block, where the surrounding tissue (such as the pons, hippocampus, and cortex) was removed. Remaining bilateral midbrain portions (containing the SNc and the VTA) were collected into Eppendorf tubes and flash-frozen for RNA preservation. All samples were stored in −80°C freezer until the time of TRAP and mRNA isolation (Heiman et al., 2014).

### TRAP and mRNA extraction

TRAP isolation was carried out as previously reported (Heiman et al., 2014; Chucair-Elliott et al., 2020; Ocanas et al., 2022). Briefly, midbrain slices were placed in 200 µl of ice-cold homogenization buffer (50 mM Tris; 12 mM MgCl_2_; 100 mM KCl; 1% NP-40; 1 mg/ml sodium heparin; 1 mM DTT), pH 7.4, supplemented with 100 μg/ml cycloheximide (Millipore, catalog #C4859-1ML), 200 units/ml RNaseOUT Recombinant Ribonuclease Inhibitor (Thermo Fisher Scientific, catalog #10777019), and 1× cOmplete, EDTA-free Protease Inhibitor Cocktail (Millipore, catalog #11836170001). Homogenization used a cordless motor pestle (Kimble #749520-0090 and #749540). After initial homogenization, an additional 500 µl of buffer was added to the samples, washing the pestle in between pulses. Homogenate solution volume was then brought to a total of 1.5 ml and centrifuged at 12,000 × *g* for 10 min at 4°C. After centrifugation, 100 µl of the supernatant was removed and set aside on ice (“input fraction”). The remaining supernatant (∼900 µl of “positive fraction”) was transferred into a fresh tube and incubated with 1 µl anti-GFP antibody (Abcam, catalog #ab290). Both input and positive samples were placed in an end-over-end rotating mixer and incubated for 1 h at 4°C. Prewashed Dynabeads protein G (Invitrogen, catalog #10003D; 30 µl per sample) were then added to the positive fraction, and the final solution was incubated overnight (∼16 h) in a rotating mixer at 4°C. Positive tubes were then placed in a DynaMag-2 magnet and supernatant removed and saved as the “negative fraction.” The magnetic beads bound with GFP-labeled polyribosomes/mRNAs were washed with high-salt buffer (50 mM Tris; 12 mM MgCl_2_; 300 mM KCl; 1% NP-40; 100 μg/ml cycloheximide; 2 mM DTT), pH 7.5, three times. After the final wash, Dynabeads were separated from the GFP-labeled polyribosomes/mRNAs by adding 350 µl of Buffer RLT (QIAGEN) and 3.5 µl of 2-β mercaptoethanol, proceeding with incubation in a benchtop ThermoMixer (Eppendorf) for 10 min at 22°C. The eluted solution (“positive fraction”), free of magnetic beads, was placed in a fresh tube. mRNA isolation was carried out using an RNeasy Mini kit (#74104, QIAGEN), following manufacturer's suggested protocol. Isolated mRNA was then quantified with a NanoDrop spectrophotometer (Thermo Fisher Scientific, model ND-ONEC-W) and its quality measured in a 4150 TapeStation analyzer (Agilent, model G2992AA) using HSRNA ScreenTape (Agilent, catalog #5067-5579).

### Library construction and RNA sequencing

Directional mRNA libraries were prepared using NEBNext Ultra II Kit for Illumina [New England Biolabs (NEB), catalog #E7760L] in accordance to the manufacturer's directions and following previously established protocol (Chucair-Elliott et al., 2020; Ocanas et al., 2022). In summary, each sample of both positive and input fractions (ranging 3.5–35 ng of mRNA) were individually captured by poly-A RNA using NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, catalog #NEBE7490L). mRNA was then eluted from oligo-dT beads, fragmented using a thermal cycler at 94°C for 15 min, and first and second strands of cDNA were individually synthesized following manufacturer's guidance (NEB, catalog #E7760L). The final double-stranded cDNA was purified with the use of SPRISelect.

Beads (Beckman Coulter, catalog #B23318) are eluted in 50 µl 0.1× TE buffer. Next, adaptor ligation was performed using 100-fold dilution of the NEBNext adaptor in dilution buffer (NEB, catalog #E6609L), and PCR of the ligated products was conducted using the NEBNext Ultra II Q5 Master Mix (NEB, catalog #7760L) and unique index primers (NEB, catalog #E6609L), both provided with aforementioned kits, in accordance to manufacture's protocol (14 cycles). Purified libraries were then quantified using HS dsDNA Qubit kit (Thermo Fisher Scientific, catalog #Q33230). Library integrity, verified in a 4150 TapeStation analyzer (Agilent, model G2992AA) using HS D1000 ScreenTape (Agilent, catalog #5067-5584), revealed an average peak size of 332 bp. Libraries for each sample were then pooled at 5 nM concentration and sequenced by the OMRF Clinical Genomics Center using the Illumina NovaSeq 6000 system (S4 PE150). Data from this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE295369.

### RNA-seq analysis

Using a high-performance computing cluster, fastq files were submitted to prealignment quality control (QC) analysis (Ewels et al., 2016), after which adaptors were removed and reads were trimmed for poly-G and *Q* < 20 (Krueger et al., 2023). Reads were aligned to the mouse genome assembly mm39 using STAR v2.7.10b (Dobin et al., 2013; Dobin, 2022), and quantification was performed using featureCounts (Liao et al., 2014), and post alignment QC reports were generated. Low read counts (read counts, <10) were removed from the count matrix using RStudio v.4.3.2 (Gentleman et al., 2004; RStudio: Integrated Development Environment for R, 2022), prior to differential analysis. Normalization and differential analysis was performed with DESEq2 (Love et al., 2014; R/Bioconductor; Gentleman et al., 2004) and Benjamini–Hochberg multiple testing correction. All remaining data processing and plot generation were performed in RStudio v.4.3.2. Data processing and analysis were supported by the OMRF Center for Biomedical Data Sciences.

### Enrichment analysis

To confirm cell-type–specific enrichment of the positive fractions, DESEq2 analysis was used to compare gene expression between positive (condition) and input (control) fractions. Using RStudio, the resulting count matrices were filtered for a predefined list of genes (GEO repository accession number GSE295369) for detection of neuronal (Mckenzie et al., 2018), dopaminergic, GABAergic, astrocytic, microglial, oligodendrocytic, and endothelial specific genes (Mckenzie et al., 2018). Samples were separated by cell-type (dopaminergic and GABAergic), sex (males and females), and age (young and old), and each group analysis performed individually. Resulting Log2 fold-change between positive and input fractions (Fig. 1*E*,*F*) was plotted using GraphPad Prism v.10 [GraphPad Prism (Version 10), 2024].

### Differential expression analysis for aging

Postalignment raw count matrices were processed prior to differential expression analysis, using RStudio, in the following manner: (1) removal of genes with low counts and (2) removal of astrocytic and microglial specific genes (Mckenzie et al., 2018; GSE295369) batch correction for (a) collection date, (b) sequencing date, (c) duplication levels, and (d) millions of reads. DESeq2 normalization and differential analysis allowed for comparison of old animals (condition) versus young animals (control). Overall aging analyses for DAT;NuTRAP (*n* = 10 young and 9 old) and VGAT;NuTRAP (*n* = 10 young and 8 old) were performed independently. Aging analysis was also evaluated in a sex-separate manner between old females (condition) and young females (control; DAT;NuTRAP *n* = 5 young and 4 old; VGAT;NuTRAP *n* = 6 young and 5 old) and between old males (condition) and young males (control; DAT;NuTRAP *n* = 5 young and 5 old; VGAT;NuTRAP *n* = 4 young and 3 old).

### Gene ontology and ingenuity pathway analysis

Using RStudio, the differentially expressed genes (DEGs) for each comparison (cutoff Log2FC = |0.5|; *p*_Adj_ < 0.5) were processed and analyzed for changes in biological processes using Kyoto Encyclopedia of Genes and Genomes (KEGG; Kanehisa, 2000) and Gene Ontology (GO; Drabkin et al., 2015; Ashburner et al., 2000; Aleksander et al., 2023) pathway analysis. Statistical significance for KEGG and GO were *p* < 0.05 and *q* < 0.2. DAT;NuTRAP mice were further analyzed for synaptic ontology pathways using the SynGO platform (Koopmans et al., 2019). DESeq2 results were also uploaded into the Qiagen Ingenuity Pathway Analysis (Ingenuity Pathway Analysis (IPA), 2024) for further understanding of upregulated and downregulated pathways and for comparison between gene regulation in different groups (females vs males and DAT;NuTRAP vs VGAT;NuTRAP).

## Results

### NuTRAP crosses successfully provide translatomes enriched for midbrain cell types

To verify that both “Old” and “Young” NuTRAP crosses (DAT;NuTRAP and VGAT;NuTRAP) express GFP ribo-tags in a cell-type–specific manner, we stained PFA-fixed midbrain slices with antibodies targeting GFP and DAT, in DAT;NuTRAP mice or GAD-67 (glutamate decarboxylase, the enzyme essential for synthesis of GABA; Soghomonian and Martin, 1998) in VGAT;NuTRAP mice. In DAT;NuTRAP mice, we observed GFP staining in areas corresponding to the SNc and VTA (Fig. 1*C*), and as expected the GFP signal overlapped DAT puncta in dopaminergic neurons. We observed a broader staining of GFP in VGAT mice, as expected given the multiple types of GABA neurons present in the ventral midbrain (Fig. 1*D*). The GFP signal in VGAT;NuTRAP mice also overlapped with the GAD-67 staining present in the cell bodies and processes of GABA neurons. Hence, immunofluorescence experiments confirmed that both young and old mice express GFP-tagged ribosomes in a neuron-type–specific manner.

After confirming that all mice express GFP-tagged ribosomes, we purified the GFP-bound ribosomal complexes and extracted the mRNA present in these complexes (“positive fraction”). For comparison purposes, we also extracted RNA from bulk midbrain homogenate set aside prior to GFP purification (“input fraction”). We synthesized and sequenced RNA libraries using both positive (GFP-bound mRNA) and input (bulk RNA) fractions. 

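The GFP-bound fractions of 19 DAT;NuTRAP mice were compared here: 10 young (5 females, 5 males) and 9 old (4 females, 5 males), 1 library per mouse. Each library held 13841253 to 38235015 counts. Dopamine neuron genes dominated: Slc6a3, the dopamine transporter, averaged 3233 ± 508 CPM and Th, the rate-limiting synthesis enzyme, 3499 ± 648. The GABA neuron genes Slc32a1, Gad1 and Gad2 averaged 95.5 ± 17.2, 133 ± 51.6 and 139 ± 56.6 CPM. None of these 5 labels moved with age; Slc6a3 gave 0.00 ± 0.05 (log2 old over young ± SE, adjusted p = 1.00) and Th 0.01 ± 0.10. Xist ranged from 2.41 to 22.5 CPM in the 9 females and stayed at or below 0.257 in the 10 males; Ddx3y was at least 58.8 in every male.

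The libraries fell into 2 batches (8 and 11) that shared all groups, and batch was a term of every model. Second-batch libraries detected fewer genes (14323 to 18170, against 19085 to 21051). Ages were compared with the edgeR quasi-likelihood test on 14889 genes with enough counts. Gene lists fixed beforehand were compared with camera, and again with the correlation among members estimated from the data. Spiked-in changes of 2-fold were recovered for 59% of genes. The input fraction was not used here.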

To confirm that the data obtained with the positive fractions reflected the expected cellular specificity, we then performed differential analysis comparing the RNA-seq results for the enriched GFP-positive and the input data (bulk RNA expression). Enrichment analysis for all DAT;NuTRAP groups (young females or males and old females or males) confirmed that the translatomes isolated from these mice were successfully enriched for dopaminergic neuronal transcripts (Fig. 1*E*; GSE295369). In accordance, differential analysis performed in VGAT;NuTRAP groups also demonstrated that samples from all four groups exhibit an enrichment of neuronal and GABAergic genes (Fig. 1*F*; GSE295369). Enrichments showed a consistent pattern across ages and sexes. The immunostaining and enrichment analyses are consistent with what has been described in the literature during model validation using NuTRAP mice or dopamine neuron-specific translatome analyses (Roh et al., 2017; Chucair-Elliott et al., 2020; Kilfeather et al., 2024). Thus we were confident the translatomics datasets are enriched for dopaminergic neurons (DAT;NuTRAP) or GABAergic neurons (VGAT;NuTRAP) and proceeded with differential analysis of aging and sex-biased gene expression.

### Orthogonal correlation with public datasets

In order to validate our findings on DAT;NuTRAP and VGAT;NuTRAP neuronal aging, we compared our translatomics data with previously published datasets obtained both with the TRAP technique (Kilfeather et al., 2024) and other transcriptomic techniques (Hahn et al., 2023). To validate the DAT;NuTRAP dopaminergic enrichment, we used published data from Kilfeather and colleagues (https://spatialbrain.org; Kilfeather et al., 2024), which used the correlation between TRAP RNA-seq and spatial transcriptomics to characterize the translatome profile of dopaminergic neurons in the midbrains of young and old mice. Spatial transcriptomics allowed for a detailed detection of gene expression changes in subpopulations of dopaminergic neurons and showed a high correlation with TRAP data. However, the TRAP approach demonstrated a greater detection power, offering the most inclusive and sensitive measure of dopaminergic gene expression. We started by analyzing our dopaminergic enrichment results (DESeq2: GFP-positive fraction × bulk input RNA-seq) with the same cutoff values (lfcThreshold = log_2_|1.05|; *p*_Adj_ < 0.01; Kilfeather et al., 2024). We found an overlap of 65% among the genes with expression above the threshold [lfc > log_2_(1.05); Fig. 2*A*; GEO repository accession number GSE295369], accounting for 3,049 genes in our DAT;NuTRAP positive fraction. We determined that the majority of the missing genes (35% of Kilfeather et al. enrichment) were removed from our dataset during low-count removal (read counts, <10) and therefore reflect the exclusion criteria used in this study. Comparing just the enriched transcripts with adjusted *p* < 0.01 (Pos > Input; GSE295369), we found an agreement of 97.5% of the genes showing significant enrichment [lfc > log_2_(1.05); *p*_Adj_ < 0.01] in both datasets (Fig. 2*B*). After confirming that the majority of the dopaminergic genes in our dataset agreed with those reported by Kilfeather et al., we compared the age-related changes represented in both datasets to perform independent GO and KEGG pathways analysis. Overlapping GO and KEGG terms (Fig. 2*C*,*D*; GSE295369) revealed agreement between changes detected in DAT;NuTRAP and some of the terms reported for protein–protein interaction of aging-related DEGs (Kilfeather et al., 2024), among them axonal extension, synaptic vesicle (endocytosis), and protein ubiquitination. 

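Nuclear genes of the respiratory chain were slightly lower in old DAT;NuTRAP libraries. Among 37 nuclear complex I subunits, which pass NADH electrons to ubiquinone, 29 were lower, with a median log2 fold change of -0.07 (camera adjusted p = 2.16e-05). Complex III (-0.04, adjusted p = 0.0324), complex IV (-0.07, adjusted p = 0.00453) and complex V (-0.04, adjusted p = 0.0312) fell in the same way. With an estimated correlation the adjusted p values were 0.516, 0.582, 0.582 and 0.595. Uqcrb, a ubiquinol-binding subunit of complex III, gave -0.30 ± 0.08 and was the single subunit to pass when adjusted over its list alone (adjusted p = 0.00452). Single values were -0.21 ± 0.09 for Ndufb4, -0.01 ± 0.12 for Ndufs7, 0.08 ± 0.19 for Uqcrq and 0.16 ± 0.15 for Cox17, a copper chaperone; none passed. The mitochondrially encoded mt-Co1, mt-Nd4, mt-Nd5 and mt-Nd6 gave -0.27 ± 0.43, -0.08 ± 0.30, 0.03 ± 0.25 and 0.10 ± 0.22. Their list had a negative median (-0.14) while camera ranked it upward (adjusted p = 0.831). Of 15 genes that maintain and transcribe mitochondrial DNA, 14 were lower, and the list did not pass (adjusted p = 0.104).

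In first-batch libraries alone complex I gave 0.06 (adjusted p = 0.419) and in second-batch libraries -0.13 (adjusted p = 5.39e-09). The medians of complexes III, IV and V were also positive in first-batch libraries alone. Without the fifth old male library the complex I median was -0.03 (adjusted p = 0.0869).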

Finally, we detected that all of the mitochondrial-related genes reported as downregulated (Kilfeather et al., 2024) are also downregulated in our dataset (GSE295369). Taken together, this analysis increased confidence in our dopaminergic aging dataset as it correlated closely with results from prior literature.

**Figure 2.**
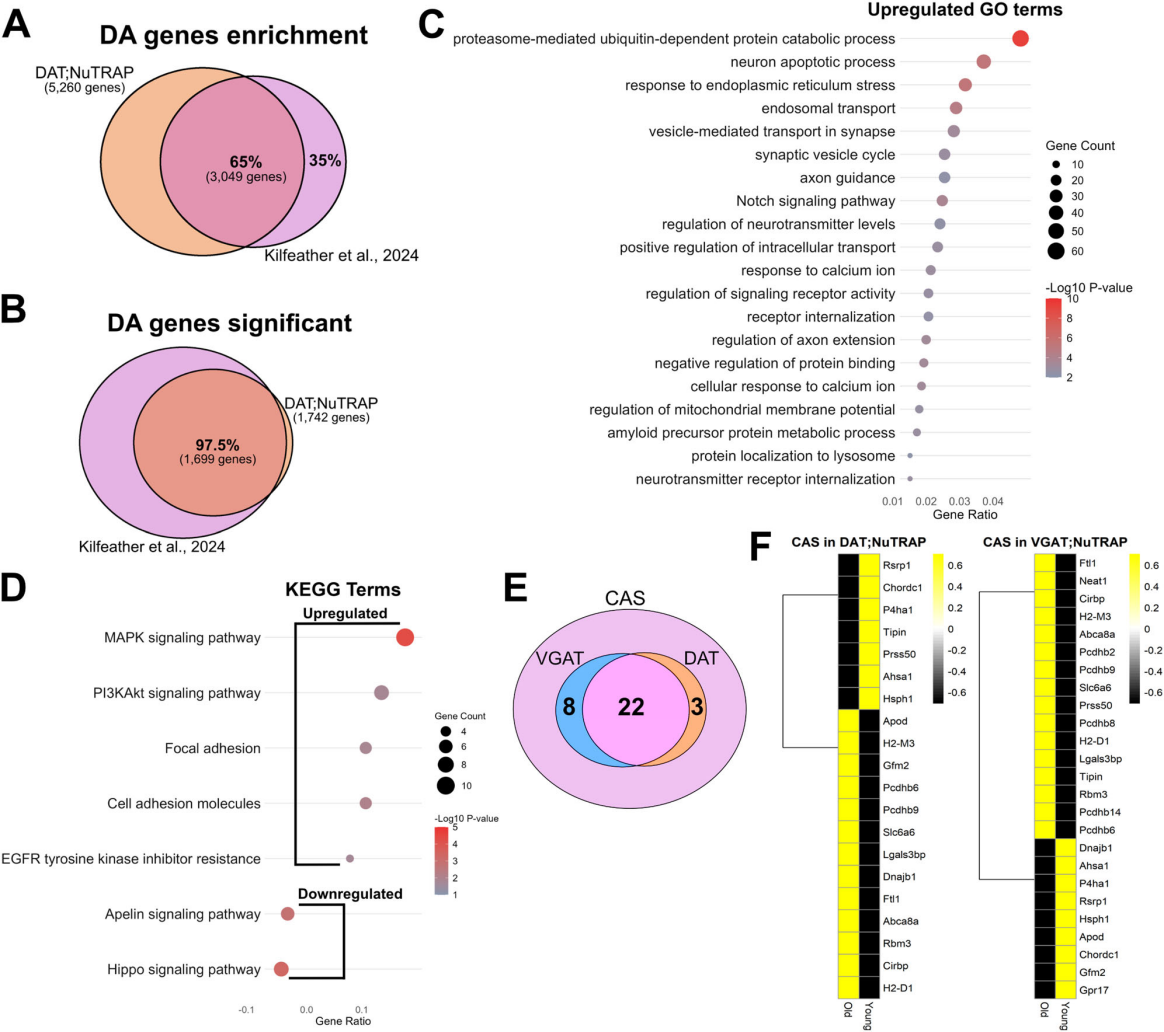
Orthogonal validation. ***A***, Comparison of dopaminergic gene enrichment between Kilfeather et al. (2024) and our dopamine dataset (all ages and sexes combined). ***B***, Overlap of significantly enriched genes between our dopaminergic dataset and Kilfeather et al. (2024). ***C***, GO terms of commonly upregulated genes with age [between our dataset and Kilfeather et al. (2024)]. ***D***, KEGG terms of commonly up- and downregulated genes with age [between our dataset and Kilfeather et al. (2024)]. Pathways analysis cutoff: *p* < 0.05 and *q* < 0.02. ***E***, The number of “CAS” (Hahn et al., 2023) genes present in the DAT;NuTRAP and VGAT;NuTRAP datasets and the number of genes common to both groups. ***F***, CAS genes up- (yellow) and down- (black) regulated in DAT;NuTRAP and VGAT;NuTRAP. Cutoff: Log2FC > |0.5|; adjusted *p* < 0.5.

Using a combination of region-specific bulk RNA sequencing, spatial and single-nucleus transcriptomics, Hahn et al. (2023) created a detailed atlas of the mouse brain during aging analyzing several different brain sections. While aging-driven changes in gene expression are specific for each area of the brain, these authors detected the existence of a shared aging signature, termed “Common Aging Score, CAS,” which was present in all regions to varying degrees. Although a study of the midbrain was not included in this work, we hypothesized that a similar effect might occur in the area. We first removed microglial and astrocytic-specific genes (GSE295369, 42 in total; Mckenzie et al., 2018) from the CAS gene set (GEO repository accession number GSE295369). Next, we intersected the CAS with genes that are expected to be expressed in young dopamine and GABA neurons of the midbrain according to the Allen Brain Cell Atlas (https://portal.brain-map.org; Yao et al., 2023; Fig. 2*E*; GSE295369). We found 25 CAS genes expressed in dopamine neurons and 30 in GABA neurons, with 22 of the CAS genes expressed in both cell types. From this resultant CAS gene list (40 genes; GSE295369), we detected changes in the expression (old × young) of 20 out of 25 genes in our DAT;NuTRAP dataset and 25 out of 30 genes in the VGAT;NuTRAP (Fig. 2*F*; GSE295369). There was upregulation of 13 CAS genes in DAT;NuTRAP and 16 in VGAT;NuTRAP, accounting for a large majority of the CAS expected in both cell types. Among downregulated CAS genes, five genes were predicted to be present in dopamine and GABA cells (GSE295369; Allen Brain Cell Atlas: https://portal.brain-map.org; Yao et al., 2023) and were commonly downregulated in both DAT- and VGAT-expressing cells (Fig. 2*F*; *Asha1*, *P4ha1*, *Rsrp1*, *Hsph1*, and *Chordc1*); thus, they are likely to represent a common effect of aging in these cell types. 

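The 5 genes gave small differences in both cell types. Hsph1, an Hsp110 chaperone, gave -0.19 ± 0.07 in DAT;NuTRAP and -0.21 ± 0.07 in VGAT;NuTRAP (old n = 9 and 8, young n = 10 and 10). Ahsa1, which activates the Hsp90 ATPase, gave -0.17 ± 0.07 and -0.08 ± 0.04. Chordc1, an Hsp90-binding protein, gave -0.17 ± 0.12 and -0.15 ± 0.07; Rsrp1, a splicing-related protein, -0.10 ± 0.15 and 0.01 ± 0.14; P4ha1, a collagen prolyl hydroxylase, 0.08 ± 0.13 and -0.08 ± 0.11. None of the 5 passed over all genes (smallest adjusted p = 0.884 and 0.732, both for Hsph1). Adjusted over the 5 alone, Hsph1 (adjusted p = 0.0442) and Ahsa1 (adjusted p = 0.0481) passed in DAT;NuTRAP. As a list the 5 fell in DAT;NuTRAP (median -0.17, camera adjusted p = 0.0380; with an estimated correlation 0.250) and in VGAT;NuTRAP (median -0.08, adjusted p = 0.0150; with an estimated correlation 0.282). The genes were chosen on these libraries, so the list is not independent evidence. In second-batch libraries alone the medians were -0.06 (adjusted p = 0.848) and -0.09 (adjusted p = 0.931).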

Overall, our analysis detected that dopamine and GABA neurons of the midbrain are subjected to some of the signature alterations in CAS genes, in accordance with observations in other brain nuclei (Hahn et al., 2023).

### Differences and similarities of the aging process in midbrain dopamine and GABA neurons

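With edgeR a single gene rose in old DAT;NuTRAP libraries: C4b, complement component 4b, with a log2 fold change of 1.53 ± 0.24 (adjusted p = 0.0130). It averaged 21.0 ± 9.19 CPM in old (n = 9) and 7.27 ± 2.81 in young (n = 10). Its paralog C4a lies nearby, and reads shared by the pair may be counted unevenly. At the cutoff used by the paper 13 genes were higher and 2 lower, and 786 of 14889 genes had an unadjusted p below 0.05 where chance alone gives 744. With DESeq2 and the same batch term, 41 genes were higher and 6 lower at that cutoff. DESeq2 also called more genes than edgeR at an adjusted p below 0.05. With edgeR no gene passed when old female 4, old male 4 or young female 3 was left out.

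Glial genes stood out among those past the cutoff. Gfap, an astrocyte filament protein, gave 1.22 ± 0.23, Apoe, a lipid carrier, 0.75 ± 0.15, and Aldh1l1, a folate enzyme of astrocytes, 0.73 ± 0.19. C1qb, a complement C1q chain made by microglia, gave 1.18 ± 0.29. All 20 astrocyte markers were higher in old libraries (median 0.41, camera adjusted p = 2.28e-17), 8 of them when adjusted over the list alone; with an estimated correlation the adjusted p was 0.0657. Microglia markers rose too (14 of 15 higher, median 0.69, adjusted p = 4.66e-08, 0.0323 with an estimated correlation). Both marker lists were higher within each batch. Without these marker genes 5 genes were higher and 2 lower at the paper's cutoff.

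**Figure D1:**
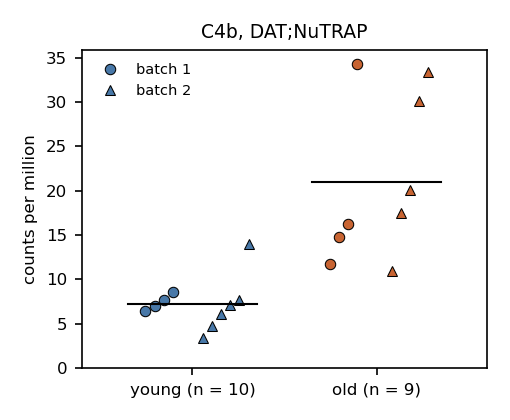
CPM of C4b in each DAT;NuTRAP library by age; circles are first-batch and triangles second-batch libraries, and bars are group means. Old libraries averaged 21.0 ± 9.19 against 7.27 ± 2.81 CPM in young.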

Defining DEGs with aging as an adjusted *p* < 0.5 and log2FoldChange > |0.5|, we detected that age promoted upregulation of 180 genes and downregulation of 212 genes in dopamine neurons (Fig. 3*A*; GEO accession number GSE295369) and were consistently changed across all aged samples (Fig. 3*B*). KEGG analysis revealed that signaling pathways connected to inflammatory responses such as MAPK, Notch, and PI3K/Akt were all among the most upregulated terms with aging (Fig. 3*C*). 

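Antigen presentation genes were higher in old DAT;NuTRAP libraries. B2m, the light chain of MHC class I, gave 0.46 ± 0.13, and the heavy chains H2-D1 and H2-K1 gave 0.55 ± 0.16 and 0.89 ± 0.26 (old n = 9, young n = 10). These 3 passed when adjusted over the interferon and MHC class I list alone (adjusted p = 0.0238, 0.0238 and 0.0238). That list rose, with 26 of 32 genes higher (median 0.38, camera adjusted p = 0.000133; 0.506 with an estimated correlation). Microglia markers rose as well (median 0.69, adjusted p = 4.66e-08; 0.0323 with an estimated correlation). PI3K and Akt genes moved little: 32 of 46 were higher (median 0.06, adjusted p = 0.0470; 0.516 with an estimated correlation). Kdr, a VEGF receptor, gave 0.76 ± 0.35 and Tsc1, a brake on mTOR, 0.23 ± 0.11. MAPK genes leaned the other way (median -0.03, 31 of 52 lower, adjusted p = 0.202). Notch genes (0.02, adjusted p = 0.537) and cytokine, TNF and NF-kB genes (0.08, adjusted p = 0.831) did not pass. The receptor Notch1 gave 1.19 ± 0.46 and Tgfbr2, a TGF-beta receptor, 0.66 ± 0.22. The PI3K and Akt median was -0.05 in first-batch libraries alone (adjusted p = 0.811) and 0.05 without the fifth old male library (adjusted p = 0.285).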

Activation of MAPK signaling induces degeneration of dopaminergic neurons in the SNc (Mamais et al., 2022) and is upregulated in AD and PD patients (Ahmed et al., 2020). Notch signaling is activated in AD mouse models (Chen et al., 2019), and mutations involving Notch protein have been identified in AD patients (Kapoor and Nation, 2021). The PI3K/Akt signaling pathway is involved in different neuronal processes. Particularly under induced stress, PI3K/Akt exerts a cell-protective effect, enhancing expression of inflammatory cytokines and prosurvival signaling cascades (Hu et al., 2018; Razani et al., 2021). The activation of these pathways may suggest a neuronal response to increases in local, age-related inflammation, a phenomenon well studied in the cortex and hippocampus (Sparkman and Johnson, 2008; Starkey et al., 2012; Jurcau et al., 2024). Furthermore, KEGG analysis in combination with GO pathway analysis (Fig. 3*D*) showed upregulation of genes involved in cell adhesion and transmembrane signaling, indicating enhanced responses to the extracellular environment. 

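Protocadherin beta genes, clustered adhesion receptors on chromosome 18, rose in old DAT;NuTRAP libraries. Of 21 genes 19 were higher, with a median of 0.42 (camera adjusted p = 3.27e-06; 0.0323 with an estimated correlation). Pcdhb9 gave 0.64 ± 0.18 and was the only member to pass when adjusted over the list alone (adjusted p = 0.0256). Pcdhb7 gave 0.51 ± 0.22 and Pcdhb5 0.83 ± 0.37. These paralogs are alike in sequence, so reads may be split among them and the single values are uncertain. Synaptic adhesion genes did not move as a group (median 0.02, 32 of 58 higher, adjusted p = 0.315). Ntng2, a netrin-like ligand, gave 0.69 ± 0.29, Clstn3, a calsyntenin, 0.12 ± 0.06, and Tenm4, a teneurin, -0.36 ± 0.17. In first-batch libraries alone the protocadherin median was 0.11 (adjusted p = 0.158). The synaptic adhesion median was -0.13 in the first batch (adjusted p = 0.0106) and 0.09 in the second (adjusted p = 0.000248).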

Finally, the dataset points toward upregulation in genes connected with glycolysis and gluconeogenesis (Fig. 3*C*), which, in combination with the aforementioned decrease in mitochondrial-related genes, suggests an alteration in dopaminergic neuron metabolic regulation (Bender et al., 2006; Dai et al., 2023). 

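Glycolysis genes did not shift as a group. Of 24 genes 14 were higher and 10 lower in old DAT;NuTRAP libraries (median 0.01, camera adjusted p = 0.636), and none passed when adjusted over the list alone. Aldoc, the aldolase that astrocytes also make, gave 0.29 ± 0.09 (list-adjusted p = 0.0814). Hk2, a hexokinase, gave 1.83 ± 0.78, and Pgk1, a phosphoglycerate kinase, -0.09 ± 0.05 (old n = 9, young n = 10). Within batches the median was 0.09 in the first (adjusted p = 0.0135) and -0.04 in the second (adjusted p = 0.0992).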

Aging-related mitochondrial dysfunction in the brain is a widely studied topic (Bender et al., 2006; Stauch et al., 2014; Grimm and Eckert, 2017; Filograna et al., 2021) and is one of the main factors connecting aging of dopaminergic neurons and the occurrence of PD (Bose and Beal, 2016; González-Rodríguez et al., 2021; Moradi Vastegani et al., 2023).

**Figure 3.**
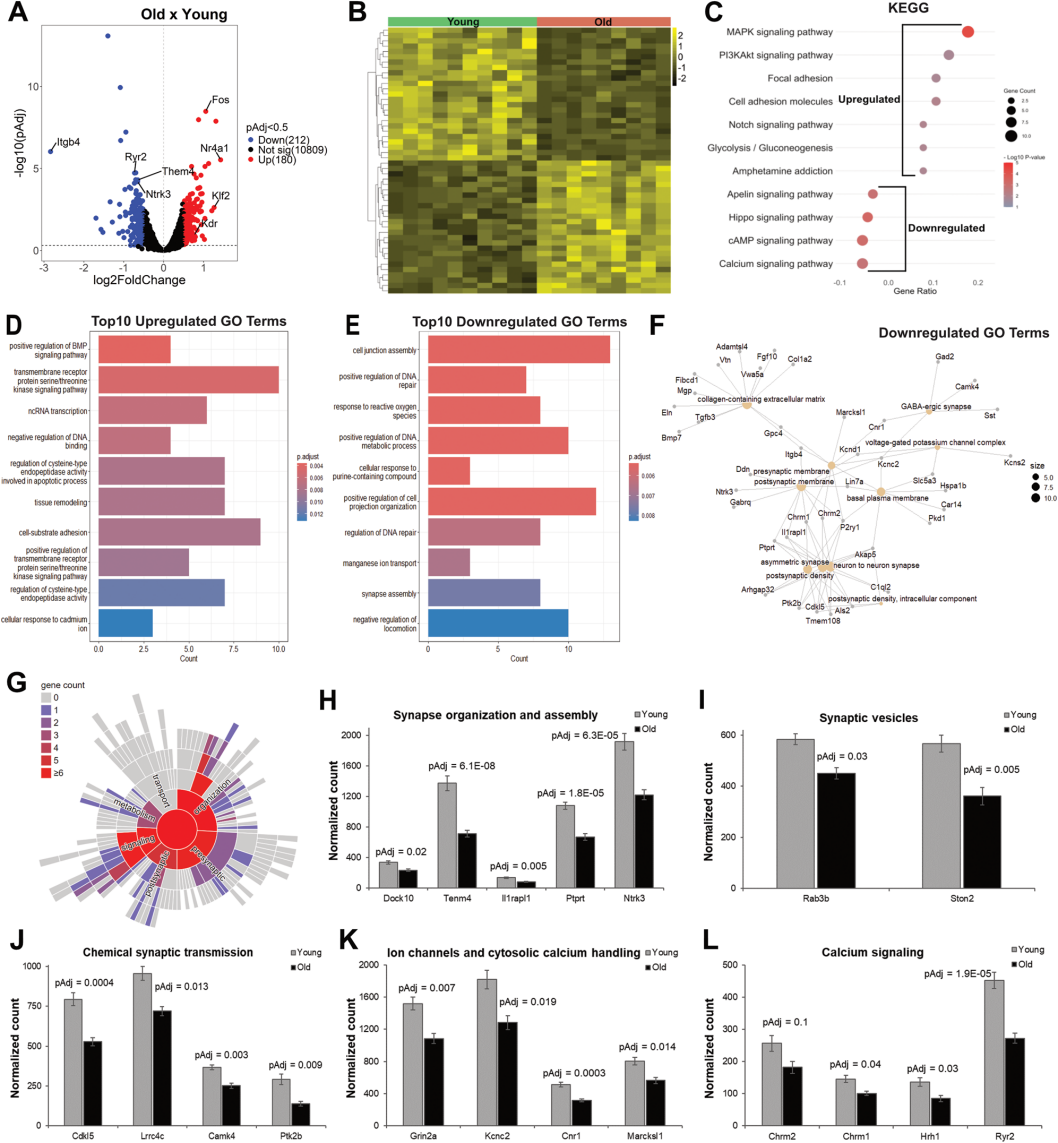
Gene expression changes with age in DAT;NuTRAP mice. ***A***, Volcano plot and (***B***) heatmap of differential expression analysis for DAT;NuTRAP mice. ***C***, KEGG pathway analysis showing most enriched terms in DAT;NuTRAP mice. Top GO terms of upregulated (***D***) and downregulated (***E***) genes in DAT;NuTRAP mice. ***F***, Gene-network analysis of downregulated genes in DAT;NuTRAP mice, showing several synaptic-related terms. ***G***, SynGO (Synapse Gene Ontology) analysis of synaptic-related DEGs in DAT;NuTRAP mice. ***H–K***, Synaptic-related genes and (***L***) calcium signaling-related genes significantly downregulated with age (adjusted *p* < 0.5).

KEGG analysis also revealed an expressive downregulation of genes involved in calcium and cAMP signaling, as well as hippo and apelin pathways (Fig. 3*C*). 

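No calcium gene passed in old DAT;NuTRAP libraries, even adjusted over the list alone. Cacna1g, a T-type channel subunit, gave 0.31 ± 0.09, Itpr2, an IP3 receptor, 0.43 ± 0.20, and Calb1, a calcium buffer, -0.23 ± 0.08 (old n = 9, young n = 10). Of 54 calcium channel and handling genes 33 were higher and 21 lower (smallest list-adjusted p = 0.0704). The list gave a median of 0.04 (camera adjusted p = 0.472). Hippo genes leaned upward without passing (median 0.16, 15 of 23 higher, adjusted p = 0.115). The kinases Lats1 and Stk3 gave 0.31 ± 0.15 and 0.36 ± 0.20. The calcium median was -0.04 in the first batch and the Hippo median -0.03. The cAMP and apelin pathways were not tested.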

Apelin plays an important role in various neurological disorders (Cheng et al., 2012). Particularly in the SNc, apelin was shown to provide a protective effect against PD in rodent models (Haghparast et al., 2018; Zhu et al., 2020), and potential signaling downregulation suggests an increased vulnerability of the dopaminergic neurons with aging. 

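Msh3, a mismatch recognition protein, gave -0.31 ± 0.09 in old DAT;NuTRAP libraries (list-adjusted p = 0.110) and Ercc3, a helicase of nucleotide excision repair, -0.18 ± 0.09 (old n = 9, young n = 10). Ercc4, an excision repair nuclease, gave 0.23 ± 0.13. As a group 26 of 47 DNA repair genes were lower and 21 higher (median -0.02, camera adjusted p = 0.763). Among antioxidant enzymes no peroxiredoxin passed: Prdx1 gave -0.18 ± 0.07 and Prdx3, the mitochondrial form, -0.18 ± 0.08, while Prdx6, which astrocytes also make, gave 0.23 ± 0.08. The smallest list-adjusted p was 0.129. These 20 enzymes had a median of -0.03 and a mean of 0.01 (adjusted p = 0.315). Glutathione enzymes had a median of -0.04 and a mean of 0.08 (adjusted p = 0.993); Gstm1, a glutathione transferase, gave 0.38 ± 0.14. The antioxidant median was -0.13 in second-batch libraries alone (adjusted p = 0.0272) and 0.06 in the first batch (adjusted p = 0.114).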

KEGG terms in combination with GO pathways analysis (Fig. 3*E*) pointed to downregulation of DNA repair pathways as well as response to reactive oxygen species, providing additional insights into age-induced mechanisms of susceptibility in these neurons. A further look into the GO terms via network plot revealed downregulation of several synapse-related genes that participate in synaptic membranes, synaptic density, and transmission (Fig. 3*F*). Querying a list of 23 downregulated genes using the Syngo portal (syngoportal.org; Koopmans et al., 2019; Fig. 3*G*), we detected that the majority of synapse-related genes pointed to downregulation of terms associated with synapse organization and assembly (Fig. 3*H*) as well as crucial genes involved in dopaminergic transmission such as *Rab3b* (Chung et al., 2009; Fig. 3*I*) and *Cdkl5* (Jhang et al., 2020; Fig. 3*J*). Furthermore, several of the downregulated synaptic genes were involved in calcium regulation (Fig. 3*H*–*K*). 

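Syt7 and Bsn, of the release machinery, were higher in old DAT;NuTRAP libraries. Syt7, a calcium sensor for asynchronous release, gave 0.22 ± 0.06, and Bsn, the active zone scaffold bassoon, gave 0.43 ± 0.12; both passed when adjusted over the list alone (adjusted p = 0.0445 and 0.0445). Pclo, the related piccolo, gave 0.42 ± 0.17. Rab3b, a vesicle GTPase, gave -0.25 ± 0.13 (adjusted p = 0.972) and Ston2, an endocytic adaptor, -0.28 ± 0.20 (adjusted p = 1.00); neither passed. Of 54 vesicle and release genes 34 were higher (median 0.02, camera adjusted p = 0.104). Postsynaptic scaffold genes gave 0.03 (20 of 32 higher, adjusted p = 0.472), with Homer2 at 0.16 ± 0.10. Adhesion and organizer genes from the paper's panels gave -0.36 ± 0.17 (Tenm4), -0.20 ± 0.34 (Il1rapl1), 0.17 ± 0.28 (Ptprt) and 0.10 ± 0.20 (Dock10).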

In fact, we detected seven overlapping genes between downregulated synaptic genes and the ones identified by KEGG analysis as involved in calcium signaling (Fig. 3*C*): *Ntrk3*, *Camk4*, *Lrrc4c*, *Ptk2b*, *Grin2a*, *Kcnc2*, *Cnr1*, and *Marcksl1*. In addition, we also detected downregulation of important intracellular calcium regulators such as *Chrm1* (Fiorillo and Williams, 2000) and *Ryr2* (Bertan et al., 2020), pointing toward a change in intracellular calcium dynamics, a neuronal age effect widely described in the literature (Chan et al., 2007; Mattson, 2007; Toescu and Verkhratsky, 2007; Surmeier et al., 2010; Branch et al., 2014). 

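None of the named synaptic and calcium genes passed in DAT;NuTRAP libraries. The largest shifts were in Camk4, a calcium-dependent kinase (-0.36 ± 0.21), and Marcksl1, an actin-binding protein (-0.37 ± 0.21), with adjusted p = 0.975 for both. The muscarinic receptors Chrm1 and Chrm2 gave -0.14 ± 0.27 and -0.28 ± 0.31, the histamine receptor Hrh1 0.22 ± 0.37, and Ryr2, the calcium release channel of the reticulum, -0.12 ± 0.31 (old n = 9, young n = 10). Ntrk3, a neurotrophin receptor, gave -0.14 ± 0.13, Lrrc4c, a synapse organizer, -0.10 ± 0.13, and the kinase Ptk2b -0.22 ± 0.40. Grin2a, an NMDA receptor subunit, gave 0.04 ± 0.13, the channel Kcnc2 -0.08 ± 0.11 and the cannabinoid receptor Cnr1 0.02 ± 0.27. Together 9 of the 12 genes were lower (median -0.13, camera adjusted p = 0.0557); they were picked on these libraries, so the list is not independent evidence. Its median was -0.38 in the first batch (adjusted p = 2.28e-07) and 0.12 in the second (adjusted p = 0.418). From lower levels of such genes the paper proposes a change in intracellular calcium dynamics of aged dopamine neurons.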

Curiously, inhibition of ryanodine receptors (Ryr) provides a protective effect in situations of intracellular calcium dyshomeostasis (Huang et al., 2017) and could be identified as a potential self-protective mechanism against increases in free intracellular calcium, although its loss also affects synaptic plasticity by impairing remodeling of dendritic spines and decreasing excitatory synapses (Bertan et al., 2020). Overall, our analysis of age-related translatomic changes in dopaminergic neurons provided several insights into mechanisms of susceptibility and vulnerability of dopaminergic neurons such as the upregulation of inflammatory signaling and downregulation of mitochondrial genes and genes involved in synaptic transmission and plasticity. However, it also identified upregulation of prosurvival signaling, as well as changes in metabolic regulation and intracellular calcium dynamics, which are consistent with maintenance of homeostasis in the face of age-related deficits.

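GABA neuron profiles came from the GFP-bound fractions of 18 VGAT;NuTRAP mice, 10 young (6 females, 4 males) and 8 old (5 females, 3 males), with 1 library per mouse of 19065284 to 35054329 counts. Gad1 and Gad2, the GABA synthesis enzymes, averaged 1824 ± 324 and 1468 ± 106 CPM, and Slc32a1, the vesicular GABA transporter, 427 ± 68.3. The dopamine neuron genes Slc6a3 and Th were still present at 808 ± 245 and 372 ± 91.9. These 5 labels did not change with age: -0.11 ± 0.08 for Gad1, -0.02 ± 0.05 for Gad2, -0.05 ± 0.13 for Slc32a1, 0.23 ± 0.25 for Slc6a3 and 0.19 ± 0.20 for Th (smallest adjusted p = 0.911). Y-linked Ddx3y was at least 79.6 CPM in the 7 males and at most 0.550 in the 11 females. Xist reached 5.16 in the second old male library, within the female range of 3.62 to 20.3. Batches held 6 and 12 libraries, each with young and old mice of both sexes, and 15607 genes were tested as in DAT;NuTRAP. Of genes given a 2-fold change, 74% were recovered.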

To determine if GABA neurons share similar responses to aging as dopaminergic neurons, we also probed their translatomic profile. Analyzing age-driven changes in VGAT;NuTRAP mice, we detected upregulation of 119 and downregulation of 77 genes (Fig. 4*A*,*B*; GSE295369). 

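Pcdhb9, C4b, Pcdhb14 and Cirbp rose with age in VGAT;NuTRAP libraries. Pcdhb9, a clustered protocadherin of the neuronal surface, gave 0.88 ± 0.09 (adjusted p = 1.31e-05; 30.9 ± 4.93 CPM in old (n = 8) and 17.9 ± 4.79 in young (n = 10)). C4b gave 1.36 ± 0.18 (adjusted p = 0.000381; 8.63 ± 2.98 against 3.58 ± 0.994 CPM), Pcdhb14 0.56 ± 0.10 (adjusted p = 0.0173), and Cirbp, a cold-inducible RNA-binding protein, 0.44 ± 0.08 (adjusted p = 0.0314). With edgeR no gene fell; with DESeq2 12 genes passed as higher and 11 as lower. At the paper's cutoff 18 genes were higher and 13 lower, with DESeq2 62 and 39; 934 genes had an unadjusted p below 0.05 where chance gives 780.4. The protocadherin beta cluster moved as a group: 20 of 21 genes were higher (median 0.36, camera adjusted p = 1.13e-19; 0.0150 with an estimated correlation) and 12 passed when adjusted over the list alone. Pcdhb13 gave 0.74 ± 0.15 and Pcdhb2 0.82 ± 0.21. Reads shared among these paralogs, and between C4b and C4a, leave single values uncertain. In first-batch libraries alone (n = 6) Pcdhb9 gave 0.75 (adjusted p = 0.999), Cirbp 0.51 (adjusted p = 0.999) and the protocadherin list 0.13 (adjusted p = 0.134). Without a batch term Pcdhb9 had an adjusted p of 0.0731 and Cirbp of 0.771.

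**Figure D2:**
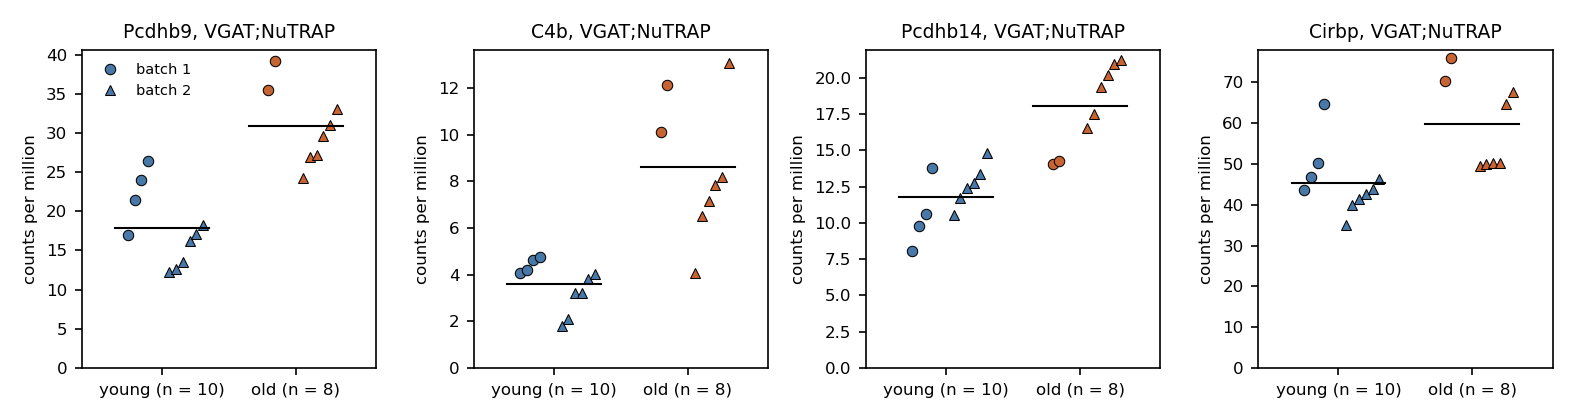
CPM of the 4 genes in each VGAT;NuTRAP library by age; circles are first-batch and triangles second-batch libraries, and bars are group means. Pcdhb9 averaged 30.9 ± 4.93 against 17.9 ± 4.79 CPM in young, and C4b 8.63 ± 2.98 against 3.58 ± 0.994 CPM.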

Similar to results from DAT;NuTRAP mice, KEGG analysis returned terms associated with the upregulation of pathways involved in inflammation response (Fig. 4*C*) such as cytokine receptor interaction, TGFbeta, Notch signaling, and necroptosis. 

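Interferon and MHC class I genes rose in old VGAT;NuTRAP libraries. H2-K1, an MHC class I heavy chain, gave 0.73 ± 0.16 and Oasl2, an antiviral interferon target, 0.82 ± 0.20 (old n = 8, young n = 10). Both passed when adjusted over the list alone (adjusted p = 0.00420 and 0.00581), and Ifit1 gave 0.80 ± 0.27. Of 29 genes 25 were higher (median 0.25, camera adjusted p = 1.10e-06; 0.0310 with an estimated correlation), and the batches gave 0.24 (adjusted p = 0.00111) and 0.26 (adjusted p = 0.000817). Glial markers rose in the same libraries, microglia by 0.37 (adjusted p = 0.0268; 0.688 with an estimated correlation) and astrocytes by 0.29 (adjusted p = 2.63e-12; 0.0881). Cytokine, TNF and NF-kB genes split evenly, 20 higher and 22 lower (median -0.02, adjusted p = 0.614). Osmr, the oncostatin M receptor, gave 1.37 ± 0.47 and Tnfrsf1a, a TNF receptor, 0.80 ± 0.29, each with a list-adjusted p of 0.146. Notch genes gave a median of 0.01 (18 of 33 higher, adjusted p = 0.650); the receptor Notch3 gave 0.40 ± 0.22 and its target Hes1 0.37 ± 0.23. The cell type by age difference was not significant for the interferon list (adjusted p = 0.675). Necroptosis genes were not tested.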

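Tph2, the enzyme that starts neuronal serotonin synthesis, gave 1.19 ± 0.45 in old VGAT;NuTRAP libraries (adjusted p = 0.784; 7.10 ± 5.04 CPM in old (n = 8) and 2.63 ± 1.67 in young (n = 10)). Pla2g4e, a phospholipase, gave 0.44 ± 0.19 and Cyp2d22, a cytochrome P450, 0.48 ± 0.22 (adjusted p = 0.826 for both). As a list, genes for serotonin synthesis, storage and clearance rose, 12 of 13 higher (median 0.16, camera adjusted p = 0.000109; 0.0412 with an estimated correlation), and none passed alone. The 3 genes above were picked by the study on these libraries and sit in this list; without them and Slc18a2, which the paper also names, the other 9 gave 0.052 (adjusted p = 0.0260; 0.397 with an estimated correlation). Markers of raphe serotonin neurons rose alongside: all 11 were higher (median 0.27, adjusted p = 1.53e-06; 0.0150 with an estimated correlation). Htr1a, a serotonin autoreceptor, gave 0.32 ± 0.10 (list-adjusted p = 0.0342), Slc6a4, the serotonin transporter, 1.18 ± 0.77, and Gch1, which makes the synthesis cofactor, 0.27 ± 0.16. Dopamine neuron markers rose too (median 0.18, adjusted p = 4.21e-07; 0.516 with an estimated correlation); without the genes found in both lists, 8 raphe markers gave 0.29 (adjusted p = 2.76e-05; 0.0117 with an estimated correlation). In second-batch libraries alone raphe markers gave 0.43 (adjusted p = 1.81e-09) and Tph2 1.57; the 6 first-batch libraries (2 old, 4 young) gave -0.13 (adjusted p = 0.878) and 0.12. Whether the batches differed was not tested. From these genes the paper proposes that aged GABA neurons may gain serotonin as a cotransmitter.

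**Figure D3:**
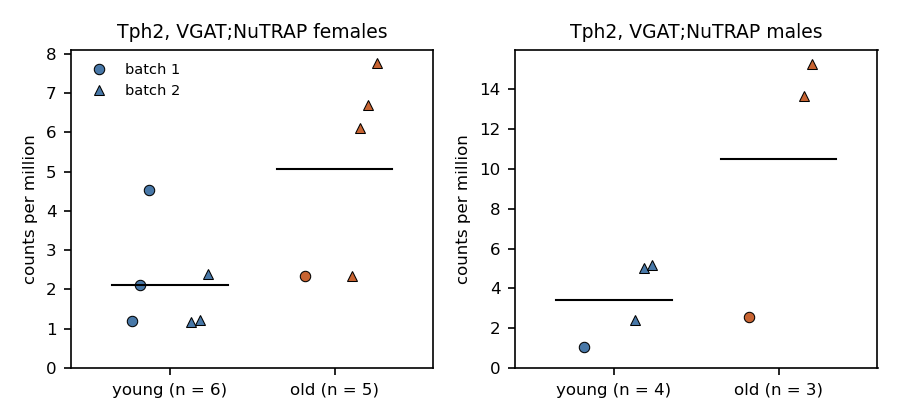
CPM of Tph2 in each VGAT;NuTRAP library by age, females and males apart; circles are first-batch and triangles second-batch libraries, and bars are group means. Over both sexes old libraries averaged 7.10 ± 5.04 against 2.63 ± 1.67 CPM in young.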

Some of the upregulated genes (Fig. 4*D*; GSE295369) were involved in serotonergic synthesis, including the serotonergic marker *Tph2* (Chen and Miller, 2012), *Pla2g4e*, and *Cyp2d22*, which is upregulated with age in other areas of the brain (Haduch et al., 2022). The increased expression of genes involved in the synthesis of serotonin in midbrain GABA neurons, which are not predicted to synthesize or release serotonin, was surprising and could reflect development of cotransmission throughout the lifespan. We subsequently confirmed the presence of these genes in midbrain GABA neurons using the Allen Brain Cell Atlas (https://portal.brain-map.org; Yao et al., 2023). *Tph2* and *Cyp2d22* were present at low levels in the midbrain, while *Pla2g4e* was highly expressed in several GABA-releasing cells (data not shown). Previously, glutamate corelease has been suggested to be neuroprotective in midbrain dopamine neurons and subject to age-related regulation (Buck et al., 2021b). Increased serotonin synthesis in GABA neurons may provide a second instance of midbrain neurons adapting their neurotransmitter repertoire with age and could convey homeostasis or neuroprotection through an undetermined mechanism. Furthermore, KEGG analysis pointed toward downregulation of genes involved in Rap1 and Ras signaling, calcium signaling, and focal adhesion (Fig. 4*C*,*E*). 

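Met, a receptor tyrosine kinase, gave -0.48 ± 0.15 in old VGAT;NuTRAP libraries (adjusted p = 0.587), Mylk, myosin light chain kinase, -0.56 ± 0.27, Efna2, an ephrin ligand, -0.29 ± 0.17, and Pdgfc, a growth factor, -0.25 ± 0.20 (old n = 8, young n = 10). None of the 4 passed. Potassium channel genes fell slightly, 37 of 50 lower (median -0.05, camera adjusted p = 0.00658; 0.0639 with an estimated correlation). Kcnc1 and Kcnc2, fast-spiking Kv3 channels, gave -0.19 ± 0.06 and -0.18 ± 0.07, Kcnk1, a leak channel, -0.19 ± 0.07, and Hcn2 -0.15 ± 0.06; each had a list-adjusted p of 0.145. Calcium genes were balanced, 28 higher and 26 lower (median 0.01, adjusted p = 0.642). Itpr1, an IP3 receptor, gave 0.19 ± 0.06 and Cacna1i, a T-type channel, -0.25 ± 0.08. The potassium channel medians were -0.07 (adjusted p = 0.0702) and -0.07 (adjusted p = 0.106) within batches, and -0.04 without the first old male library (adjusted p = 0.0576).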

Similar to what we observed in DAT;NuTRAP mice, these terms are associated with synaptic transmission and plasticity (Ye and Carew, 2010; Stornetta and Zhu, 2011). In particular, we found that *Rasgrp1* (Fig. 4*E*), which is downregulated with age in the human cortex (Gonzalez-Velasco et al., 2020), is also downregulated with age in dopamine neurons (Fig. 2*G*) and is downstream from calcium signaling (Ebinu et al., 1998; Ye and Carew, 2010), which was found downregulated in both cell types (Figs. 3*C*, 4*C*).

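Rasgrp1, which activates Ras on calcium and diacylglycerol signals, gave -0.60 ± 0.16 in old VGAT;NuTRAP libraries (adjusted p = 0.457; 18.8 ± 3.59 CPM in old (n = 8) and 27.3 ± 10.2 in young (n = 10)). With DESeq2 its adjusted p was 0.0191. In DAT;NuTRAP libraries it gave -0.31 ± 0.31 (adjusted p = 1.00; 16.1 ± 6.51 against 22.2 ± 21.5 CPM). The cell types did not differ in this change (-0.29 ± 0.37, VGAT;NuTRAP minus DAT;NuTRAP, adjusted p = 0.999).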

**Figure 4.**
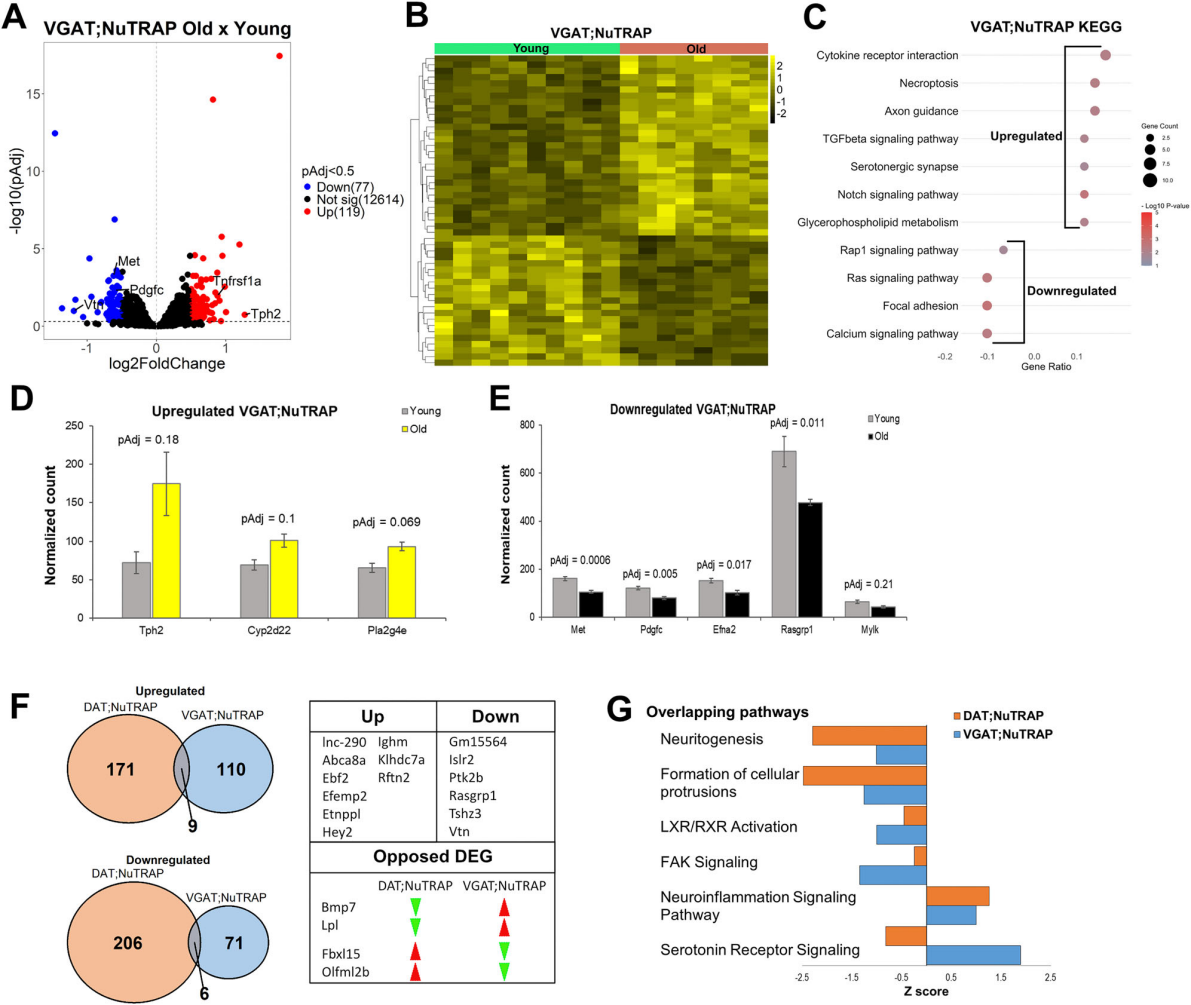
Gene expression changes with age in VGAT;NuTRAP mice and comparison between DAT and VGAT-expressing neurons. ***A***, A volcano plot and (***B***) heatmap of differential expression analysis for VGAT;NuTRAP mice. ***C***, KEGG pathway analysis showing most enriched terms in VGAT;NuTRAP mice. Serotonergic-related genes significantly upregulated (***D***; adjusted *p* < 0.5) and cell signaling-related significantly downregulated genes (***E***) in VGAT;NuTRAP mice. ***F***, Intersected up- and downregulated genes with age between both DAT;NuTRAP and VGAT;NuTRAP datasets. ***G***, IPA of overlapping pathways for both groups. Pathways analysis cutoff: *p* < 0.05 and *q* < 0.02.

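With edgeR C4b and Apoe were higher in old libraries of both models at the paper's cutoff, with Apoe at 0.60 ± 0.15 in VGAT;NuTRAP. Chance gives 0.0161 shared genes (Fisher p = 0.000112). Apoe is made mostly by astrocytes, and astrocyte markers rose in both models. Glial RNA as the source of this overlap was not tested, nor was the cell source of C4b. With DESeq2 7 genes were higher in both (0.163 expected, Fisher p = 2.22e-10). No gene was lower in both with either tool. Most genes of Fig. 4F had the same sign in both cell types. Etnppl, an astrocyte enzyme of phospholipid breakdown, gave 0.69 ± 0.20 and 0.44 ± 0.16, Efemp2, an elastic fiber protein, 0.46 ± 0.21 and 0.37 ± 0.16, and the transcription factor Ebf2 0.66 ± 0.38 and 0.49 ± 0.19 (DAT;NuTRAP, then VGAT;NuTRAP). Ighm, an immunoglobulin chain, gave 0.49 ± 0.30 and 0.84 ± 0.24, Klhdc7a 0.61 ± 0.26 and 0.30 ± 0.17, Rftn2 0.26 ± 0.25 and 0.74 ± 0.30, and the transporter Abca8a 0.21 ± 0.38 and 0.78 ± 0.30. Hey2, a Notch target, gave -0.11 ± 0.52 and 0.50 ± 0.28. Lower in both were the transcription factor Tshz3 (-0.61 ± 0.44 and -0.60 ± 0.13), the adhesion proteins Vtn (-0.22 ± 0.29 and -0.58 ± 0.35) and Islr2 (-0.09 ± 0.41 and -0.45 ± 0.24), and in VGAT;NuTRAP Ptk2b (-0.43 ± 0.26). None of these passed an adjusted p of 0.05, and among them Tshz3 alone passed the paper's cutoff, in VGAT;NuTRAP (adjusted p = 0.179). Of the other genes of Fig. 4F, Bmp7 passed that cutoff too, in VGAT;NuTRAP (adjusted p = 0.165). Bmp7, a growth factor, gave 0.10 ± 0.41 and 1.34 ± 0.28, Lpl, a lipase, -0.26 ± 0.31 and 0.46 ± 0.19, Fbxl15 0.28 ± 0.27 and -0.31 ± 0.28, and Olfml2b, a matrix protein, 0.71 ± 0.24 and -1.24 ± 0.35. Testing age by cell type, no gene passed with edgeR and 2 with DESeq2; Olfml2b had the smallest adjusted p (0.178, -1.96 ± 0.39) and 657 genes had an unadjusted p below 0.05 where chance gives 845. Fold changes of 14560 genes correlated weakly between cell types (Pearson 0.104, Spearman 0.0815). From the small overlap the paper proposes that each cell type has an age-related profile of its own.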

Comparatively, dopamine and GABA neurons exhibited divergent sets of individual DEGs with aging (Fig. 4*F*), suggesting that these neurons establish unique age-related molecular phenotypes (Figs. 3*A*, 4*A*; GSE295369), as evidenced by the small number of shared up- and downregulated genes (Fig. 4*F*). 

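Htr1a, an inhibitory serotonin receptor, was the receptor gene with the clearest value in old VGAT;NuTRAP libraries: 0.32 ± 0.10, passing when adjusted over the 12 receptors alone (adjusted p = 0.0374). Htr2c, a Gq-coupled receptor, gave 0.14 ± 0.06, Htr5b 0.61 ± 0.43 and Htr1d -0.30 ± 0.24. In DAT;NuTRAP libraries Htr7, a Gs-coupled receptor, gave -0.37 ± 0.19, Htr4 -0.62 ± 0.92 and Htr1a -0.20 ± 0.36. As a list the receptors gave a median of 0.03 in VGAT;NuTRAP (7 of 12 higher, camera adjusted p = 0.528) and -0.14 in DAT;NuTRAP (7 of 10 lower, adjusted p = 0.359). The difference between cell types had an adjusted p of 0.372. The VGAT;NuTRAP median was -0.02 in the second batch and 0.12 in the first, and the DAT;NuTRAP median 0.04 and -0.32.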

One noteworthy difference between GABA and dopamine neurons is the predicted activation of serotonin receptor signaling pathway in GABA neurons, in opposition to the predicted decrease in dopamine neurons (Fig. 4*G*; GEO accession number GSE295369). However, the *Z*-scores for activated and inhibited overlapping pathways (Fig. 4*G*; GSE295369) suggest that the majority of the predicted biological changes in both neuron types remain the same: activation of neuroinflammation signaling pathways and decrease in pathways that correlate with synaptic function. Taken together, we conclude that aging promotes alterations in gene expression in midbrain dopamine and GABA neurons that are very different at first look (when considering DEGs) but that converge to parallel predicted biological pathways. Overall, common translatomic changes of aged midbrain dopamine and GABA neurons reflect an increased response to inflammatory and extracellular signaling, accompanied by a decrease in synaptic transmission and plasticity. These responses correlate with neurodegeneration as well as the development of neurodegenerative diseases that have age as a risk factor (Ahmed et al., 2020; Kapoor and Nation, 2021; Razani et al., 2021; Goyal et al., 2023; Jurcau et al., 2024; Wareham et al., 2024). Furthermore, shared events such as the increased prosurvival signaling and changes in regulation of metabolism and calcium dynamics suggest that alterations in both neuronal types could be interpreted as an attempt of the cells to reestablish homeostatic levels of cellular function and neuronal connectivity during aging (Toescu and Verkhratsky, 2007; Yang et al., 2023).

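Synaptic genes stayed near their young levels in VGAT;NuTRAP libraries. Dlg2, the scaffold PSD-93, gave -0.15 ± 0.04 and passed when adjusted over the scaffold list alone (adjusted p = 0.0252); Bsn gave 0.27 ± 0.11 and Syt7 -0.13 ± 0.06 (old n = 8, young n = 10). The scaffold list gave a median of -0.02 (18 of 32 lower, camera adjusted p = 0.483), vesicle and release genes 0.00 (31 of 54 higher, adjusted p = 0.395), and synaptic adhesion genes -0.02 (36 of 58 lower, adjusted p = 0.371). In first-batch libraries alone synaptic adhesion gave -0.10 (adjusted p = 0.00105). The paper's 12 synaptic and calcium genes from DAT;NuTRAP gave -0.07 here (9 lower, adjusted p = 0.101), led by Marcksl1 at -0.44 ± 0.14. Syt7 differed between cell types by -0.36 ± 0.08 (VGAT;NuTRAP minus DAT;NuTRAP, list-adjusted p = 0.00481). Glial genes rose beside them: 19 of 20 astrocyte markers were higher (median 0.29, adjusted p = 2.63e-12; 0.0881 with an estimated correlation), with Slc4a4, a bicarbonate transporter, at 0.33 ± 0.08. Microglia markers gave 0.37 (adjusted p = 0.0268; 0.688 with an estimated correlation) and lost the call without the fourth young male library (adjusted p = 0.541).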

### Sex differences in age effects on gene expression

We next investigated whether age-related alterations in dopamine neurons from DAT;NuTRAP mice were differentially influenced by sex. 

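The sexes were compared by testing age within 9 DAT;NuTRAP females (4 old, 5 young) and 10 males (5 old, 5 young), and then by testing directly whether the age effect differed between them (male minus female). Slc6a3 gave 0.02 ± 0.07 in females and -0.02 ± 0.08 in males, and Th 0.08 ± 0.08 and -0.06 ± 0.14, so the dopamine labels stayed level in each sex. The female comparison covered 14839 genes, the male 15789 and the age by sex test 16560, each with batch in the model. Only 1 old female library came from the first batch. With so few mice, 2-fold changes were recovered for 48% of genes in females and 62% in males. At the paper's cutoff 46.4% and 32.0% of the calls made in those trials were false.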

Differential expression analysis in DAT-females showed 681 upregulated and 588 downregulated genes (Fig. 5*A*; GSE295369) that in general were consistently changed across all aged samples (Fig. 5*A*). 

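C4b came closest to passing in DAT;NuTRAP females, at 2.14 ± 0.33 (adjusted p = 0.0552; old n = 4, young n = 5). Astrocyte genes stood near it: Gfap gave 1.58 ± 0.27 and Acsbg1, an acyl-CoA synthetase, 0.76 ± 0.17. The microglial gene C1qb gave 1.81 ± 0.51. Astrocyte markers rose (18 of 20 higher, median 0.55, camera adjusted p = 2.56e-14; 0.371 with an estimated correlation), as did microglia markers (median 1.05, adjusted p = 4.56e-06; 0.371 with an estimated correlation). At the paper's cutoff 9 genes were higher and 0 lower with edgeR, and 163 and 71 with DESeq2. Of 14839 genes 601 had an unadjusted p below 0.05 where chance gives 742. Without the pair of libraries with the fewest genes detected, 1 gene was past that cutoff.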

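Apoe, a lipid carrier made mostly by astrocytes, led in DAT;NuTRAP males at 0.72 ± 0.11 (adjusted p = 0.198; old n = 5, young n = 5). C4b gave 1.19 ± 0.24, Gfap 0.88 ± 0.16 and Agt, angiotensinogen, 0.48 ± 0.14. Astrocyte markers rose (19 of 20 higher, median 0.30, camera adjusted p = 1.28e-12; 0.246 with an estimated correlation), and so did microglia markers (median 0.45, adjusted p = 0.000416; 0.246 with an estimated correlation). The microglia list lost its call without the fourth old male library (adjusted p = 0.0599). Apoe was the only gene past the paper's cutoff with edgeR; DESeq2 put 91 genes higher and 91 lower. An unadjusted p below 0.05 was reached by 868 genes where chance gives 789. First-batch libraries alone (3 old, 2 young) gave 408 higher and 328 lower genes at that cutoff, and second-batch libraries (2 old, 3 young) 84 and 17.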

In DAT-males, there were 795 genes upregulated and 834 downregulated (Fig. 5*B*; GSE295369), also consistent across samples (Fig. 5*B*). Out of 1,400 potentially upregulated genes (males + females), only 76 genes were shared between the two groups (Fig. 5*C*). 

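With edgeR no gene passed the paper's cutoff in both DAT;NuTRAP sexes. With DESeq2 the sexes shared 5 higher genes (0.864 expected, Fisher p = 0.00173) and 1 lower gene (0.351 expected, p = 0.298) at that cutoff. At an unadjusted p below 0.05 with edgeR the sexes shared 37 higher genes (9.78 expected, Fisher p = 3.03e-12) and 18 lower genes (7.68 expected, p = 0.000744). Cold-inducible RNA-binding genes moved apart. Rbm3 gave -0.50 ± 0.24 in females and 0.58 ± 0.22 in males, Cirbp -0.26 ± 0.15 and 0.24 ± 0.14, and Rsrp1 -0.41 ± 0.17 and 0.10 ± 0.17. This list of 3 fell in females (camera adjusted p = 0.00166; 0.371 with an estimated correlation) and rose in males (adjusted p = 0.0362; 0.532 with an estimated correlation). The age by sex difference was 0.52 (adjusted p = 0.00222; 0.341 with an estimated correlation), and Rbm3 passed over the list alone (adjusted p = 0.0257). In males the list lost its call without the fourth old male library (adjusted p = 0.210). Fold changes of 14703 genes correlated at Pearson 0.0136 and Spearman 0.0729.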

A similar trend was observed for downregulated genes, where there was an overlap of 71 out of 1,351 genes (males + females; Fig. 5*C*). This result points toward substantial differences in dopamine neuron aging between sexes. Of the 1,269 DEGs identified in females, only 27 were present on the X chromosome, while in males 48 of the total 1,629 DEGs were located on the X chromosome. 

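X-linked genes were not overrepresented among age effects in DAT;NuTRAP libraries. With edgeR none of 506 tested X-linked genes in females and none of 537 in males was past the paper's cutoff. With DESeq2 5 were in females and 7 in males. At an unadjusted p below 0.05 with edgeR the share was 4.74% of X-linked against 4.03% of autosomal genes in females (24 genes, Fisher p = 0.421). In males it was 4.84% against 5.54% (26 genes, Fisher p = 0.564). Irs4, an X-linked insulin receptor substrate, gave -0.95 ± 0.25 in males, passing when adjusted over the PI3K and Akt list alone (adjusted p = 0.0456). Its age by sex difference was -1.18 ± 0.33.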

No Y-linked DEGs were observed in either dataset. 

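The Y-linked genes Ddx3y, a helicase, Eif2s3y, a translation factor, and the demethylases Kdm5d and Uty kept their levels in old DAT;NuTRAP males. They gave -0.09 ± 0.08, 0.29 ± 0.20, -0.23 ± 0.25 and -0.11 ± 0.40 (5 old, 5 young; smallest adjusted p = 0.925). All 6 Y-linked genes tested in males had an unadjusted p above 0.05.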

Taken together, these results suggest that the large majority of the differences in gene expression between DAT-males and DAT-females are present on autosomal genes and are not due to sexual chromosome expression differences.

**Figure 5.**
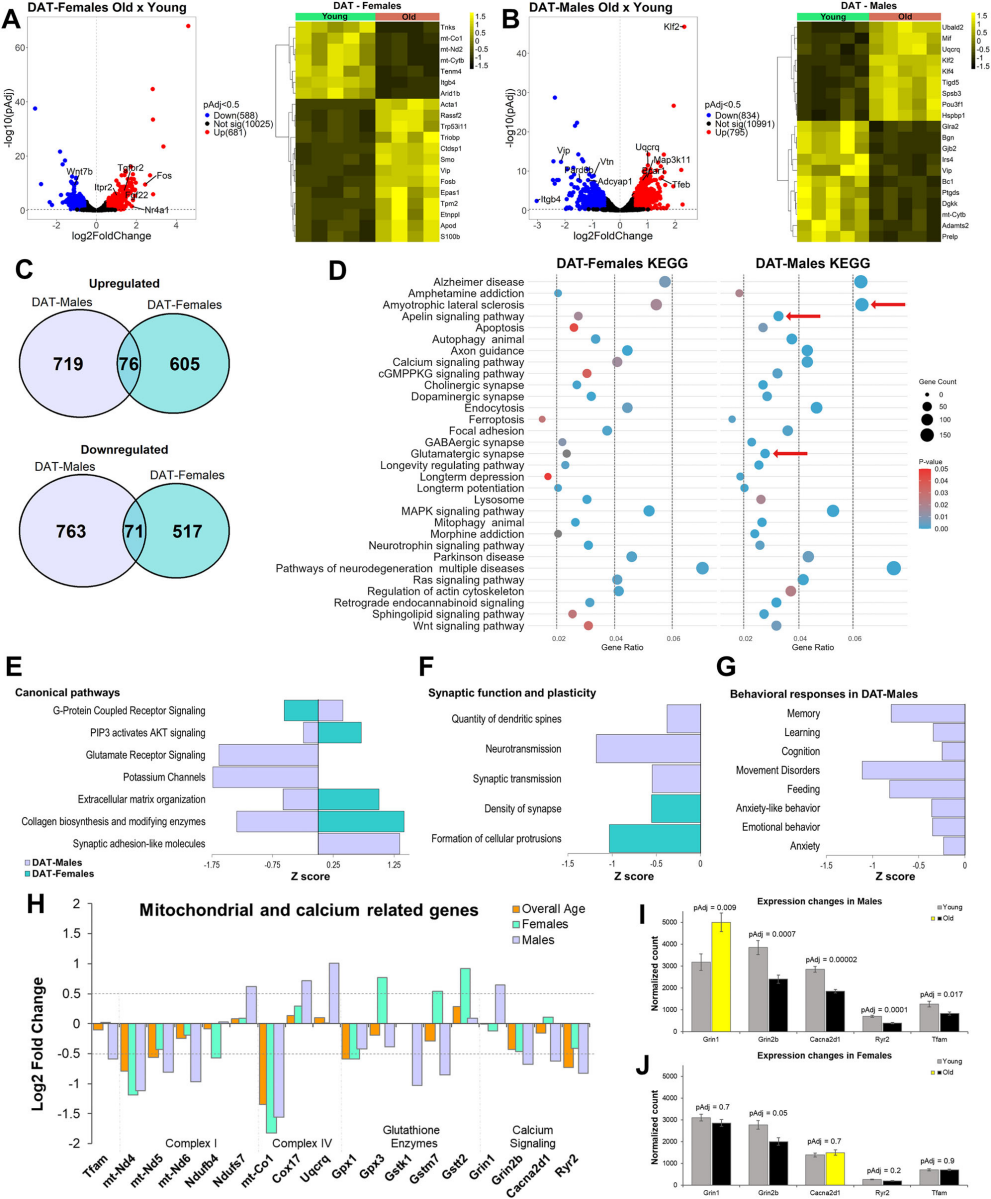
Sex-separate expression changes in dopamine neurons with age. ***A***, A volcano plot of differential expression analysis for females and heatmap of the top DEG (cutoff, Log2FC > |0.5|; adjusted *p* < 0.5). ***B***, A volcano plot of differential expression analysis for males and heatmap of top DEGs. ***C***, Intersected up- and downregulated genes with age, between males and females. ***D***, Overall KEGG pathway analysis showing the most represented terms in both groups. The use of the same scale allows for comparison between predicted changes in both females and males. Red arrows, Different changes in pathways. ***E***, IPA shows comparison of activated and deactivated paths for canonical pathways of both groups. ***F***, IPA analysis show comparison of the downregulated pathways involved in synaptic function and plasticity for both groups. ***G***, IPA analysis shows predicted behavioral pathways downregulated for males, which were not altered in females. Pathways analysis cutoff: *p* < 0.05 and *q* < 0.02. ***H***, Expression changes with age of mitochondrial-related and calcium signaling-related genes for overall aged (DAT;NuTRAP), males DAT;NuTRAP and females DAT;NuTRAP. Dotted lines show cutoff values for gene expression changes (Log2FC > |0.5|). ***I***, Expression changes of specific genes in males, showing increased (yellow) or decreased (black) expression with age and expression changes of the same genes in females (***J***). The adjusted *p* value (*p*_Adj_) is represented for each gene (significant changes were defined as having *p*_Adj_ < 0.5).

Despite the apparently large differences in age-driven gene expression changes for males and females, KEGG analysis performed on all DEGs in each group (Fig. 5*D*) revealed overlapping biological processes affected by aging, with similar gene ratios and *p* values. The top affected pathway in both groups was for genes connected with neurodegenerative diseases. 

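A list of Parkinson disease genes changed little in either sex. The list was tested for a shared shift. The paper's KEGG result covers all changed genes of neurodegeneration pathways and was not tested here. Gigyf2, a translation repressor, gave 0.17 ± 0.13 in DAT;NuTRAP females and 0.28 ± 0.13 in males (4 old and 5 young females, 5 and 5 males). Vps35, a retromer subunit, gave -0.19 ± 0.10 in females and Atp13a2, a lysosomal polyamine exporter, 0.34 ± 0.23 in males. The list of 18 genes split 9 higher to 9 lower in females (median 0.00, camera adjusted p = 0.920) and 12 to 6 in males (median 0.05, adjusted p = 0.483). No member passed over the list alone, and the sexes did not differ (adjusted p = 0.904).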

There were, however, noteworthy differences in the pathway analysis, particularly in males. There was a higher difference in the expression of genes associated with amyotrophic lateral sclerosis (ALS), a disease known to be connected with age (Niccoli et al., 2017; Mehta et al., 2018) and is more prevalent in men (Zamani et al., 2024). The apelin pathway was also significantly enriched in males (*p* = 5.21 × 10^−5^) and was one of the most downregulated pathways in the overall DAT;NuTRAP analysis (Fig. 3*C*). As mentioned above, apelin signaling is affected by aging (Sauvant et al., 2014), is connected with several neurological disorders (Cheng et al., 2012), and is neuroprotective in mouse models of PD (Haghparast et al., 2018; Zhu et al., 2020).

Genes associated with glutamatergic signaling were apparently more altered in dopamine neurons from males than females (Fig. 5*D*; GSE295369). 

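Grin2b, an NMDA receptor subunit, gave 0.51 ± 0.43 in DAT;NuTRAP males (adjusted p = 0.926; 156 ± 130.0 CPM in old (n = 5) and 106 ± 21.8 in young (n = 5)), and Grik2, a kainate receptor, 0.06 ± 0.24 (adjusted p = 0.997). Females gave -0.10 ± 0.13 and -0.49 ± 0.27. Across 24 glutamate receptor genes 20 were higher in old males (median 0.13, camera adjusted p = 0.00940; 0.537 with an estimated correlation). Grin2c gave 0.54 ± 0.16 and Grik1 0.38 ± 0.15 (list-adjusted p = 0.109 and 0.235). In females the median was -0.09 (adjusted p = 0.0753), and the age by sex difference was 0.30 (adjusted p = 0.00297; 0.590 with an estimated correlation). The male list gave -0.05 in the first batch (adjusted p = 0.577) and 0.30 in the second (adjusted p = 5.11e-05); without the fifth old male library it gave 0.07 (adjusted p = 0.487).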

DAT-males exhibited downregulation of several ionotropic glutamate receptors (*Grin2b*, *Grid2*, and *Grik2*), suggesting a potential decrease of postsynaptic glutamatergic signaling. In contrast, DAT-males showed a significant increase in *Grin1* (Fig. 5*I*; GSE295369), which could indicate a compensation for overall changes in glutamate signaling. 

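Grin1, the obligate NMDA receptor subunit, gave 0.27 ± 0.11 in DAT;NuTRAP males (adjusted p = 0.904; 161 ± 20.6 CPM in old (n = 5) and 144 ± 33.8 in young (n = 5)) and -0.08 ± 0.10 in females (adjusted p = 1.00). The age by sex difference for Grin1 was 0.35 ± 0.15 (adjusted p = 1).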

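The presynaptic metabotropic receptors Grm7 and Grm8 gave -0.17 ± 0.20 and 0.05 ± 0.35 in DAT;NuTRAP males (5 old, 5 young; adjusted p = 0.955 and 0.997). The G protein gamma subunits Gng10, Gng11 and Gng13 gave -0.31 ± 0.16, -0.11 ± 0.37 and 0.28 ± 0.30 (adjusted p = 0.906, 0.993 and 0.948). Beta and gamma subunits as a list were 10 lower and 5 higher in males (median -0.06, camera adjusted p = 0.244), with Gng4 at -0.24 ± 0.08 (list-adjusted p = 0.168). The paper's 10 glutamatergic and G protein genes, picked on these libraries and so not independent evidence, gave a male median of 0.01 (adjusted p = 0.483). That median was -0.50 in the first batch (adjusted p = 0.00223) and 0.41 in the second (adjusted p = 0.00271).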

Finally, DAT-males displayed downregulation of metabotropic glutamate receptors *Grm7* and *Grm8*, which, in combination with the changes in expression of Gβƴ subunits (down, *Gng10* and *Gng11*; up, *Gng13*), suggest alterations of regulation of neurotransmitter release in presynaptic terminals (Castillo-Vazquez et al., 2024). 

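Slc17a6, which loads glutamate into vesicles, gave -0.33 ± 0.20 in DAT;NuTRAP females (adjusted p = 1.00; 4 old, 5 young) and -0.04 ± 0.25 in males (adjusted p = 0.997; 114 ± 27.7 CPM in old (n = 5) and 113 ± 66.6 in young (n = 5)). The age by sex difference was 0.31 ± 0.37 (adjusted p = 1). Markers of glutamate neurons gave -0.12 in females (camera adjusted p = 0.887) and -0.28 in males (adjusted p = 0.550); in males Neurod6, a forebrain neuron factor, gave -1.24 ± 0.40 and passed over the list alone (adjusted p = 0.0477). First-batch male libraries gave -1.41 (adjusted p = 0.000825) and second-batch 0.63 (adjusted p = 0.0592).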

We detected that transcript for the vesicular glutamate transporter Vglut2 (*Slc17a6*), a marker of glutamate cotransmission, was downregulated in both sexes but more pronounced in males (Log2FC = −1.1 vs −0.7; GSE295369). Vglut2 is thought to contribute to dopamine neuron resilience to aging and in Parkinson's models and is observed at higher levels in females than in males in flies, rats, and humans (Buck et al., 2021a,b). Decreased Vglut2 mRNA has been previously reported with aging in mouse dopamine neurons, although this may not result in altered protein expression in striatal terminals (Buck et al., 2025). Overall, our results involving alterations in glutamatergic signaling in DAT-males suggest a downregulation of both pre- and postsynaptic processes, which could correlate with age-related deficits in cognitive and behavioral responses (Castillo-Vazquez et al., 2024), and were not as prominent in DAT-females (GSE295369).

Ingenuity Pathway Analysis (IPA) of predicted activated or deactivated pathways (*p* < 0.05; *p*_Adj_ < 0.5) also revealed at least four canonical pathways with opposite effects between males and females (Fig. 5*E*; GSE295369). 

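No potassium channel gene passed over the list in DAT;NuTRAP males or females. In males Kcnj6, the GIRK2 channel opened by D2 receptors, gave 0.80 ± 0.33, Kcnj9 (GIRK3) 0.33 ± 0.12 and Kcnb2, a delayed rectifier, 0.46 ± 0.17 (5 old, 5 young), each with a list-adjusted p of 0.298. In females Kcnt1, a sodium-activated channel, gave 0.49 ± 0.18 and Kcnd1, an A-type channel, -0.85 ± 0.36 (list-adjusted p = 0.536). Potassium channels as a list gave a median of 0.07 and a mean of -0.01 in males (33 of 50 higher, camera adjusted p = 0.212) and 0.02 in females (adjusted p = 0.596), without a sex difference (adjusted p = 0.894). In males the first batch gave -0.07 and the second 0.17 (adjusted p = 0.267 and 0.0112).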

The analysis predicted a male-biased downregulation of glutamate receptors (as anticipated by KEGG analysis; Fig. 5*D*; GSE295369) and potassium channels. *Z*-score results also revealed that synaptic function and plasticity appear to be downregulated in both males and females (Fig. 5*F*; GSE295369), but the specific mechanisms involved may be different between the two groups. While in males there was a predicted downregulation of quantity of dendritic spines and neuronal/synaptic transmission, changes in females were associated with decreased synaptic density. Lastly, aged males demonstrated changes in gene expression connected with the downregulation of several behavioral responses (Fig. 5*G*; GSE295369), most of which have been associated with dopamine and may decline in aging individuals (Charles and Carstensen, 2010; Noda et al., 2020). This includes behavioral responses associated with movement disorders, calling to mind the hallmark symptoms of PD (Jankovic, 2008; Opara et al., 2017). Although we observed changes in expression of specific genes implicated in behavioral responses such as *Grin2b* (Fig. 5*I*,*J*) in females, we found no prediction of significant changes of these pathways in DAT-females (GSE295369).

One final difference of note between male and female DAT;NuTRAP mice involves mitochondrial dysfunction and calcium signaling (Fig. 5*H*–*J*). While all three datasets (overall aged, aged males, and aged females) showed mitochondrial dysfunction and alterations in calcium signaling as an effect of age, the changes were most prominent in males. Specifically, males showed a significant decreased in the expression of *Tfam*, the protein responsible for stabilizing and transcribing mitochondrial DNA (Ekstrand, 2004) and whose knock-out in dopamine neurons drives parkinsonian phenotype due to alterations in mitochondrial respiratory chain (Ekstrand et al., 2007; Beckstead and Howell, 2021). 

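Tfam gave -0.15 ± 0.13 in DAT;NuTRAP males (adjusted p = 0.926; 37.1 ± 3.77 CPM in old (n = 5) and 40.7 ± 6.26 in young (n = 5)) and 0.20 ± 0.20 in females (adjusted p = 1.00); the age by sex difference was -0.34 ± 0.24 (adjusted p = 1). Other genes that keep mitochondrial DNA were 9 lower and 6 higher in males (median -0.09, camera adjusted p = 0.108), with the helicase Twnk at -0.25 ± 0.16 and Polg2, a polymerase subunit, at -0.81 ± 0.55. In females the median was -0.16 (adjusted p = 0.295).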

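Complex I genes fell slightly in both sexes of DAT;NuTRAP mice. Of 37 nuclear subunits 33 were lower in females (median -0.12, camera adjusted p = 4.56e-06; 0.384 with an estimated correlation) and 25 in males (median -0.07, adjusted p = 0.00725; 0.614 with an estimated correlation). Ndufc2 gave -0.28 ± 0.09 and Ndufv2, a flavoprotein subunit, -0.24 ± 0.10 in females; Ndufs1, an iron-sulfur subunit, gave -0.20 ± 0.09 in males. None passed over the list alone. Ndufb4 gave -0.21 ± 0.14 in females and -0.26 ± 0.13 in males, and Ndufs7 -0.17 ± 0.12 and 0.17 ± 0.20. The mitochondrially encoded mt-Nd4 gave 0.01 ± 0.47 and -0.03 ± 0.39, mt-Nd5 0.20 ± 0.42 and 0.03 ± 0.21, and mt-Nd6 0.19 ± 0.39 and 0.14 ± 0.18. The age by sex difference of complex I was 0.06 (adjusted p = 0.543). In males the list gave 0.06 in the first batch (adjusted p = 0.126) and 0.02 without the fifth old male library (adjusted p = 0.859).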

Downstream of *Tfam* regulation, we observed that several mitochondrial genes involved in complex I (Fig. 5*H*) were downregulated, and although the changes were observed in all three datasets, it was more accentuated in males. Deficiencies in mitochondrial complex I in dopamine neurons of the SNc are commonly seen in PD patients and animal models (Schapira et al., 1990; Swerdlow et al., 1996; González-Rodríguez et al., 2021). Interestingly, we also observed in males an increased expression of genes involved in complex IV (Fig. 5*H*), which could be interpreted as an attempt to provide a compensatory effect to the deficiency in complex I. Male mice have been reported to maintain an overall homeostasis of synaptic mitochondrial function, despite alterations in mitochondrial proteins and bioenergetics (Stauch et al., 2014). Furthermore, males displayed downregulation of several genes involved in glutathione metabolism while females surprisingly showed upregulation of the same genes (Fig. 5*H*). 

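Complex IV nuclear genes were lower in DAT;NuTRAP males (9 of 12, median -0.10, camera adjusted p = 0.0482; 0.614 with an estimated correlation) and in females (10 of 12, median -0.14, adjusted p = 0.000364; 0.476 with an estimated correlation). Cox17, which delivers copper to the enzyme, gave 0.36 ± 0.22 in males and 0.03 ± 0.16 in females, and the core subunit mt-Co1 -0.40 ± 0.52 and 0.21 ± 0.68; none passed. Cox5b gave -0.27 ± 0.09 in females and Cox6c -0.19 ± 0.10 in males. Uqcrq of complex III gave 0.36 ± 0.33 in males and -0.23 ± 0.12 in females. The male list gave 0.00 in the first batch (adjusted p = 0.803) and -0.03 without the fifth old male library (adjusted p = 0.804). Complex IV did not differ between the sexes (adjusted p = 0.904).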

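Gstm1, a glutathione transferase also made by astrocytes, gave 0.71 ± 0.19 in DAT;NuTRAP females and passed over the list alone (adjusted p = 0.0403). Ggt7, a transferase that handles glutathione, gave 0.26 ± 0.08 in males (adjusted p = 0.125). Gpx3, a secreted peroxidase, gave -0.30 ± 0.13 in males and 0.20 ± 0.21 in females, Gstm7 -0.47 ± 0.24 and 0.27 ± 0.52, Gstk1, a mitochondrial transferase, -0.56 ± 0.44 and 0.99 ± 1.14, Gstt2 -0.06 ± 0.22 and -0.42 ± 0.46, and Gpx1 -0.08 ± 0.22 and -0.42 ± 0.56. None of these 5 passed in either sex (smallest adjusted p = 0.904). As a list the 28 genes gave a median of -0.07 in males (camera adjusted p = 0.663) and 0.10 in females (adjusted p = 0.583), and the age by sex difference was -0.13 (adjusted p = 0.543).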

Glutathione is an intracellular antioxidant, with important protective function in dopaminergic neurons (Zeevalk et al., 1997), and its decrease is also observed in PD patients (Perry et al., 1982). These differences in glutathione metabolism genes suggest that female dopamine neurons likely have better mechanisms to handle oxidative stress than in males. In combination, these results suggest that dopamine neurons of aged males are more susceptible to mitochondrial dysfunction than in aged females, due to differences in several genes. Because mitochondria are critical to the homeostatic regulation of Ca^2+^ in dopamine neurons (Duchen, 2000; Surmeier et al., 2011), we looked further into the effects of age and observed more alterations in genes involved in calcium signaling in males than in females (Fig. 5*H*–*J*). This correlates with previously reported observations that age-driven alteration of calcium dynamics are more relevant in males (Branch et al., 2014; Howell et al., 2020), and altogether these data suggest that age-related calcium dynamics are connected to mitochondrial dysfunction and decreased ability of calcium handling in dopaminergic neurons in aged males.

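Calcium genes did not pass in either sex of DAT;NuTRAP mice. In males Cacna1g, a T-type channel, gave 0.44 ± 0.13, Cacna1b, an N-type channel, 0.34 ± 0.13, and the buffer Calb1 -0.33 ± 0.11; the smallest list-adjusted p was 0.223. Females gave -0.79 ± 0.32 for Camk4 and -0.21 ± 0.08 for Micu3, a regulator of mitochondrial calcium uptake (list-adjusted p = 0.562). Ryr2 gave -0.08 ± 0.32 in males and -0.22 ± 0.32 in females, and Cacna2d1, an auxiliary channel subunit, 0.01 ± 0.15 and 0.19 ± 0.12. At an unadjusted p below 0.05 edgeR gave 4 higher and 1 lower of 54 genes in males, and 0 and 2 in females. The list medians were 0.06 (camera adjusted p = 0.133) and 0.00 (adjusted p = 0.860), with an age by sex p of 0.347. In males the first batch gave -0.06 and the second 0.18 (adjusted p = 0.00264). The paper proposes that glutamate receptor, mitochondrial and calcium genes of dopamine neurons change more with age in males than in females.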

Overall, these results identify sexual divergences in dopamine neuron gene expression with age that correlate with the prevalence of certain neurodegenerative diseases, particularly PD. Given the potential link to neurodegenerative processes, this information could be used to drive specific hypotheses involving the role of whole brain aging and its involvement in age-related neurodegeneration. Furthermore, sex biases should be taken into consideration while studying any age effect on dopaminergic circuits, behavioral processes, and related diseases.

### Sex differences in gene expression changes in GABA neurons

The last step in our analysis was to investigate if there were sex-related differences in aged GABA neurons using VGAT;NuTRAP mice. 

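Age was tested within 11 VGAT;NuTRAP females (5 old, 6 young) and 7 males (3 old, 4 young), and the age effect was then compared between the sexes (male minus female). GABA neuron labels were level: Gad1 gave -0.10 ± 0.10 in females and -0.11 ± 0.10 in males, Gad2 0.00 ± 0.05 and -0.06 ± 0.08, and Slc32a1 0.01 ± 0.05 and 0.04 ± 0.11. Genes tested numbered 15617 in females, 15875 in males and 17185 for age by sex. First-batch libraries were few, 1 old and 3 young in females and 1 old and 1 young in males, so neither sex was tested in the first batch alone. Of genes given a 2-fold change 75% were recovered in females and 65% in males.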

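DESeq2 called more genes than edgeR in old VGAT;NuTRAP females at an adjusted p below 0.05. With edgeR 5 genes rose and none fell. C4b gave 1.34 ± 0.17 (adjusted p = 0.000528; 8.37 ± 2.20 CPM in old (n = 5) and 3.78 ± 0.995 in young (n = 6)), Pcdhb9 0.76 ± 0.10 (adjusted p = 0.000528), its neighbor Pcdhb2 0.94 ± 0.14 (adjusted p = 0.00322), and Apoe 0.50 ± 0.08 (adjusted p = 0.0127). The fifth, ENSMUSG00000095041, has no symbol and gave 0.79 ± 0.07 (adjusted p = 3.52e-06). Protocadherin beta genes rose together, 20 of 21 higher (median 0.45, camera adjusted p = 2.24e-19; 0.00768 with an estimated correlation), with 13 passing over the list alone, Pcdhb20 at 0.56 ± 0.11 among them. Shared reads may blur single members of this cluster. Raphe markers rose as well (median 0.22, adjusted p = 6.98e-05; 0.0373 with an estimated correlation), and so did astrocyte markers (median 0.23, adjusted p = 2.44e-08; 0.184 with an estimated correlation). At the paper's cutoff 15 genes were higher and 7 lower with edgeR. Without a batch term the adjusted p was 0.295 for C4b, 0.782 for Pcdhb9 and 0.782 for Apoe; second-batch libraries alone gave 259 higher and 200 lower genes at that cutoff.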

Differential expression analysis in old females revealed upregulation of 252 and downregulation of 221 genes (GSE295369) and that the top DEGs were consistently changed across samples (Fig. 6*A*). In males, we observed 451 upregulated and 347 downregulated genes (GSE295369), with the top DEGs again changing consistently across samples (Fig. 6*B*). Of these, females and males shared just 36 common upregulated genes (Fig. 6*C*) and 29 common downregulated genes, again suggesting prominent sex effects at the level of individual DEGs. 

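Pcdhb9 (1.12 ± 0.14, adjusted p = 0.0268), the ribosomal protein gene Rpl29 (0.71 ± 0.09, adjusted p = 0.0268), and the cold-inducible Rbm3 (0.88 ± 0.12, adjusted p = 0.0268) and Cirbp (0.72 ± 0.11, adjusted p = 0.0458) rose in old VGAT;NuTRAP males (3 old, 4 young). Olfml2b, an extracellular matrix protein, fell (-1.99 ± 0.27, adjusted p = 0.0268; 2.60 ± 0.811 CPM in old (n = 3) and 10.4 ± 1.52 in young (n = 4)). Ribosomal protein genes rose as a group, 72 of 77 higher (median 0.13, camera adjusted p = 5.09e-14; 0.389 with an estimated correlation). In females 63 were lower (median -0.03, adjusted p = 0.000571; 0.563 with an estimated correlation). The age by sex difference was 0.15 (adjusted p = 1.74e-13; 0.398 with an estimated correlation), led by Rpl30 (0.53 ± 0.12). Tph2 gave 1.67 ± 0.29 (adjusted p = 0.163) and Slc6a4 1.81 ± 0.42, and raphe markers rose (median 0.34, adjusted p = 1.12e-06; 0.375 with an estimated correlation). With edgeR 7 genes were higher and 1 lower at the paper's cutoff, and 70 and 60 with DESeq2. None of the 5 genes passed in second-batch libraries alone (2 old, 3 young) or without a batch term. Astrocyte markers gave 0.40 (adjusted p = 2.05e-07; 0.389 with an estimated correlation) and -0.05 without the second old male library (adjusted p = 0.272).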

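With edgeR, Pcdhb9 and ENSMUSG00000095041 were the genes higher in both VGAT;NuTRAP sexes at the paper's cutoff (0.00684 expected, Fisher p = 1.87e-05). None was lower in both. With DESeq2 8 genes were higher in both (0.164 expected, Fisher p = 3.39e-12) and 4 lower (0.0964 expected, p = 2.42e-06). With edgeR C4b also had a large value in males (1.46 ± 0.38, adjusted p = 0.681). At an unadjusted p below 0.05 the sexes shared 36 higher genes (11.9 expected, Fisher p = 3.08e-09) and 26 lower genes (10.3 expected, p = 1.49e-05), and 8 moved in opposite directions. Fold changes of 15346 genes correlated at Pearson 0.151 and Spearman 0.0952.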

Out of all age-related DEGs in VGAT-males, 33 were X-linked genes, while in VGAT-females 6 genes were X-linked genes, with an overlap of 4 common genes between both groups. This suggests that the majority of sex effects in gene expression were autosomal and not associated with sex chromosomes.

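With edgeR Rbm3 was the only X-linked gene past the paper's cutoff in VGAT;NuTRAP males, where DESeq2 gave 8. Females had none with either tool. X-linked genes were enriched among weaker male effects with edgeR: 44 of 542 (8.12%) had an unadjusted p below 0.05 against 5.02% of autosomal genes (Fisher p = 0.00275). In females the shares were 5.28% of 530 X-linked and 5.61% of autosomal genes (Fisher p = 0.847). Xist, the RNA that coats the inactive X, gave 0.59 ± 0.33 in females (adjusted p = 0.926). Y-linked Ddx3y gave 0.15 ± 0.08 and Kdm5d -0.29 ± 0.17 in males.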

**Figure 6.**
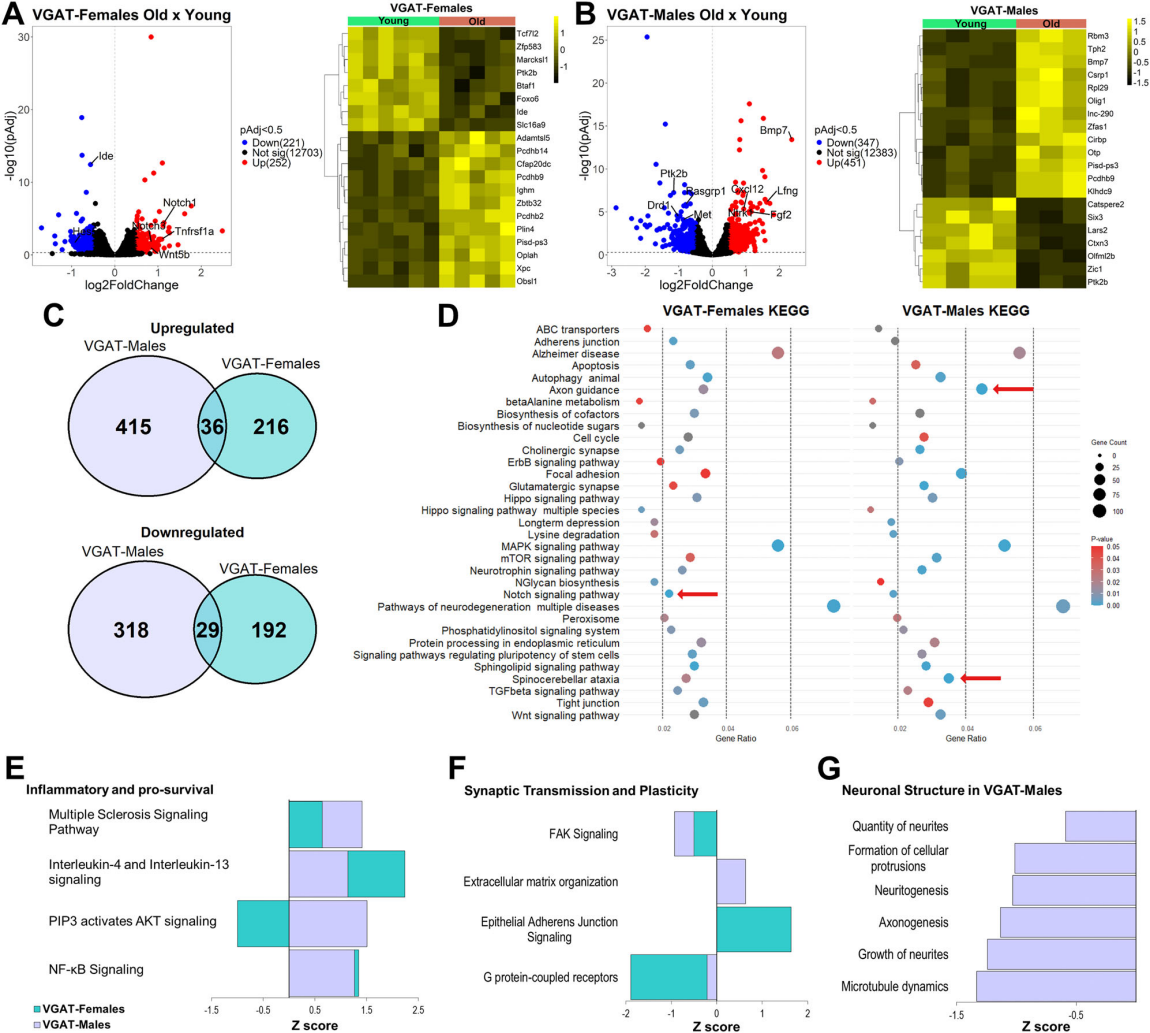
Sex-separate expression changes in GABA neurons with age. ***A***, A volcano plot of differential expression analysis for females and heatmap of the top DEG (cutoff, Log2FC > |0.5|; adjusted *p* < 0.5). ***B***, A volcano plot of differential expression analysis for males and heatmap of the top DEGs. ***C***, Intersected up- and downregulated genes with age, between males and females. ***D***, Overall KEGG pathway analysis showing the most represented terms in both groups. Red arrows, Different changes in pathways. ***E***, IPA shows comparison of activated and deactivated paths for inflammatory and prosurvival signaling in both groups. ***F***, IPA analysis shows comparison of the downregulated pathways involved in synaptic transmission and plasticity for both groups. ***G***, IPA analysis shows predicted neuronal structure pathways downregulated for males, which were not altered in females. Pathways analysis cutoff: *p* < 0.05 and *q* < 0.02.

As observed with DAT;NuTRAP mice, KEGG pathways analysis of the VGAT groups (Fig. 6*D*) showed several overlapping pathways with similar gene ratios and *p* values. Also in agreement with DAT;NuTRAP data, the highest change in gene expression for both males and females was in genes connected to pathways of neurodegeneration (Fig. 6*D*), corroborating what is known about aging being a factor in neurodegenerative diseases (Baker and Petersen, 2018), but in a second type of midbrain neuron. 

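Parkinson disease genes leaned upward in VGAT;NuTRAP females (14 of 18 higher, median 0.06, camera adjusted p = 0.0634) and were mixed in males (8 higher, 10 lower, median -0.03, adjusted p = 0.633). Chchd2, a mitochondrial intermembrane protein, gave -0.13 ± 0.05 in females, and Pink1, a kinase that marks damaged mitochondria, gave 0.08 ± 0.05 in females and 0.13 ± 0.08 in males. Lrrk2, a kinase, gave 0.15 ± 0.09 in females and Eif4g1, a translation factor, -0.17 ± 0.07 in males; none passed over the list alone. Tested by sex, the list gave adjusted p = 0.166. In second-batch females alone the list gave 0.07 (adjusted p = 0.0243). The neurodegeneration pathways of the paper's KEGG result were not tested.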

Some pathways exhibited differences between the sexes; for example, males had considerably more altered genes related to spinocerebellar ataxia, similar to what was observed in dopamine neurons that had more ALS-related DEGs. Although there are no reports of higher male prevalence of spinocerebellar ataxia, spinocerebellar ataxia type 2 is clinically related to both PD and ALS (Elden et al., 2010; Antenora et al., 2017; Ferrari et al., 2024), which are more prevalent in male patients. 

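Lfng, a glycosyltransferase that tunes Notch receptors, gave 1.66 ± 0.45 in VGAT;NuTRAP males, and Hes5, a Notch target, 1.92 ± 0.70 (3 old, 4 young). In females Notch1 gave 0.88 ± 0.28 and Rfng, a second fringe enzyme, -0.17 ± 0.07 (5 old, 6 young). The smallest list-adjusted p was 0.0964 in males and 0.170 in females. Sex differences in the age effect of Lfng (2.11 ± 0.52) and Hes5 (2.40 ± 0.72) passed over the list alone (adjusted p = 0.0151 and 0.0454). The list as a unit gave a median of -0.04 in females (21 of 33 lower, camera adjusted p = 0.495) and 0.11 in males (20 higher, adjusted p = 0.138), with an age by sex p of 0.147.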

Other sex-biased pathways included axon guidance in males and a higher gene ratio in females correlating with the Notch signaling pathway (Fig. 6*D*), which is connected with AD (Kapoor and Nation, 2021) and has been shown to be activated in AD mouse models (Chen et al., 2019).

Pathway analysis showed that a few prosurvival pathways are activated with age in GABA neurons, for both males and females (Fig. 6*E*; GSE295369). 

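PI3K and Akt genes had opposite medians in VGAT;NuTRAP females and males. Females gave 0.02 (28 of 45 higher, camera adjusted p = 0.160) and males -0.04 (30 lower, adjusted p = 0.104). Male minus female it was -0.09 with 34 of 46 genes negative (adjusted p = 0.0187; 0.398 with an estimated correlation). Fgfr3, a growth factor receptor, gave 0.38 ± 0.14 and Rictor, an mTORC2 subunit, 0.16 ± 0.07 in females. In males Sgk1, a kinase downstream of PI3K, gave 0.42 ± 0.11 and Met -0.84 ± 0.26. None passed over the list alone. In DAT;NuTRAP the list gave 0.06 in females (adjusted p = 0.207) and 0.08 in males (adjusted p = 0.0362; 0.551 with an estimated correlation), where Flt1, a VEGF receptor of vessels, passed over the list alone (0.66 ± 0.13, adjusted p = 0.00867). By sex the difference there was -0.01 (adjusted p = 0.903), and the male list lost its call without the fifth old male library (adjusted p = 0.631).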

Curiously, one pathway that changed with age in opposite directions for males and females, the “PIP3 activates AKT signaling” pathway, is also an age-related sex–biased pathway in DAT;NuTRAP mice (Fig. 5*E*; GSE295369). PIP3/AKT signaling has a variety of functions in neurons and is connected to both prosurvival signaling (Hu et al., 2018) and synaptic plasticity (Jaworski et al., 2005; Kumar et al., 2005). Therefore, the exact effect of the activation or deactivation of PIP3/AKT in each cell type (dopamine or GABA neurons), or sex, with aging remains to be determined. IPA analysis also indicated that synaptic transmission and plasticity were affected in both males and females with age (Fig. 6*F*; GSE295369), although these changes appear to be mostly similar between the two sexes. 

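Scaffold and adhesion genes fell slightly in VGAT;NuTRAP males. Dlg2 gave -0.27 ± 0.07, passing over the scaffold list alone (adjusted p = 0.0464), and the teneurins Tenm3 and Tenm4 gave -0.40 ± 0.11 and -0.26 ± 0.08 (3 old, 4 young). Females gave 0.34 ± 0.12 for Dlgap2, a scaffold protein, 0.17 ± 0.06 for Kalrn, a spine regulator, and 0.15 ± 0.05 for Syt1, the fast release sensor. In males the scaffold list had a median of -0.05 (camera adjusted p = 0.0395; 0.557 with an estimated correlation), adhesion -0.04 (adjusted p = 0.0297; 0.427 with an estimated correlation) and release machinery -0.03 (adjusted p = 0.142). In females they were 0.01 (adjusted p = 0.617), -0.01 (adjusted p = 0.443) and 0.02 (adjusted p = 0.0667). All 3 differed by sex: release machinery by -0.04 (adjusted p = 0.0159; 0.398 with an estimated correlation), scaffold by -0.04 (adjusted p = 0.0291; 0.398 with an estimated correlation) and adhesion by -0.06 (adjusted p = 0.0494; 0.442 with an estimated correlation). Without the second old male library release machinery gave -0.026 and did not pass (adjusted p = 0.0934), and scaffold gave -0.079 (adjusted p = 0.00108). The male scaffold list gave 0.01 without the third old male library (adjusted p = 0.768), and adhesion -0.01 in the second batch (adjusted p = 0.196).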

One last observation was that males presented changes in a variety of processes predicted to be involved in neuronal structures (Fig. 6*G*; GSE295369), but these pathways were not significantly altered in VGAT-females (*p* < 0.05; *p*_Adj_ < 0.5).

These results suggest that while sexually divergent changes in gene expression occur with age in both dopamine and GABA neurons, they tend to converge into similar effects on biological processes. 

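With edgeR no gene passed the age by sex test in either cell type. In DAT;NuTRAP 703 of 16560 genes had an unadjusted p below 0.05 where chance gives 828, and in VGAT;NuTRAP 875 of 17185 where chance gives 859. With DESeq2 13 genes in DAT;NuTRAP and 0 in VGAT;NuTRAP passed. The smallest p in DAT;NuTRAP belonged to Slc22a6, an anion transporter (-10.69 ± 2.58), and Lhfpl3, a tetraspan protein (1.00 ± 0.24); Ncdn, the neuronal protein neurochondrin, gave 0.39 ± 0.10. Slc22a6 had an average log2 CPM of -0.66, so its value rests on few counts and its size and error are not reliable. In VGAT;NuTRAP the genes with the smallest p were Rpl30 (0.53 ± 0.12), Olfml2b (-1.67 ± 0.42) and Brca1, a DNA repair gene (-1.90 ± 0.48). Of spiked-in age by sex differences of 2-fold, 23% were recovered in DAT;NuTRAP and 48% in VGAT;NuTRAP. Whether sex acts more strongly in one cell type was not tested directly. The paper proposes that sex effects of aging are larger in dopamine than in GABA neurons.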

Overall, sex effects appeared to be more prominent in dopamine than in GABA neurons.

## Discussion

While brain aging inevitably produces some decline in cognitive and behavioral function, whether it leads to the development of neurodegenerative disease (Anderton, 1997; Wyss-Coray, 2016; Hou et al., 2019) depends strongly on the individual. Furthermore, while susceptibility to neurodegeneration and cell death can vary dramatically by cell type and brain region, the factors that are ultimately responsible for this variance are not well understood. Studies performed in humans and laboratory rodent models place midbrain dopamine neurons and their regulatory circuits at the crux of some of the most common age-driven brain diseases (Rollo, 2009; Nobili et al., 2017; Trist et al., 2019; Noda et al., 2020; Blankenship et al., 2024). GABA neurons in the same area may represent a more resilient neuron type, although inhibitory circuits do have suspected roles in brain disease (Błaszczyk, 2016; Purves-Tyson et al., 2021). Here we sought a better understanding of the effects of normal aging on two distinct neuron types in a single brain area by investigating the translatomics changes in midbrain dopamine and GABA neurons. To do so, we used genetic crosses to create and validate two neuron-type–specific NuTRAP lines (DAT;NuTRAP and VGAT;NuTRAP). GFP ribo-tags expressed only in cells containing *Cre-recombinase* allow for the acquisition of neuron-type–enriched RNA-seq datasets (Fig. 1). Of note, the NuTRAP construct also supported mCherry expression on the nuclei of Cre-positive neurons, which was not the subject of the current study but will allow for epigenomic studies in the future. This tagging approach also avoids the challenges (e.g., cellular fragility and lack of cell surface markers) of flow sorting neurons (Martin et al., 2017). Overall, the present findings illuminate some of the common and divergent pathways of age-driven molecular alterations in both neuronal types, offering new insights into the mechanisms underlying neuronal vulnerability and resilience in neurodegenerative contexts.

Dopamine neurons exhibited extensive transcriptional changes with aging (Fig. 3), including the upregulation of response to inflammation and prosurvival pathways (e.g., MAPK, PI3K/Akt, and Notch signaling) and the downregulation of synaptic and cell signaling pathways (e.g., calcium, cAMP, apelin signaling). The combination of up- and downregulation events reflect a global change in neuronal homeostasis, an effect common to aged neurons observed in other regions of the brain. Although several of the findings observed here are consistent with those reported previously (Toescu and Verkhratsky, 2007; Sauvant et al., 2014; Ahmed et al., 2020; Kapoor and Nation, 2021), their presence in dopamine neurons likely has broad consequences due to their regulatory role in a variety of functional processes. Moreover, we here and others (Kilfeather et al., 2024) observed aging alterations in mitochondrial gene expression, a known outcome (Amorim et al., 2022) that can prompt dopaminergic dysfunction and is often detected in patients and animal models of PD (Bose and Beal, 2016; Grimm and Eckert, 2017; Moradi Vastegani et al., 2023). Laboratory rodents do not naturally develop PD or AD, and yet, the overall molecular events detected in dopamine neurons during healthy aging provide an important link between age-related dysfunction and the age-dependent development of these neurodegenerative diseases (Haghparast et al., 2018; Angelopoulou et al., 2021; Bohush et al., 2021; Goyal et al., 2023). Notably, the downregulation of synaptic genes aligns with literature showing age-related epigenetic changes as key factors affecting synaptic structure and function during aging (Azpurua and Eaton, 2015).

When compared with dopamine neurons, GABAergic neurons showed fewer transcriptional changes, which may reflect to some extent their historically hypothesized resilience (Rissman et al., 2007). One noteworthy alteration observed with aging in GABA neurons is the upregulation of genes involved in the synthesis of serotonin, including upregulation of *Tph2*, which codes for the rate-limiting enzyme in the canonical synthesis pathway. *Tph2* expression has been reported in the VTA of male rats (Carkaci-Salli et al., 2011) and is detected in low levels in GABA-releasing neurons of the midbrain (Allen Brain Cell Atlas: https://portal.brain-map.org; Yao et al., 2023). GABA neurons also displayed increased expression of the gene *Cyp2d22*, which is involved in an alternative, noncanonical serotonin synthesis pathway (Singh et al., 2009; Cheng et al., 2013). Increased cytochrome P450 2D (CYP2D) expression has been previously reported in aged female rat brainstem, which could indicate enhanced serotonin signaling (Haduch et al., 2022). The identification of enhanced serotonin synthesis specifically in midbrain GABA neurons raises the intriguing possibility that GABA–serotonin cotransmission could develop through the lifespan during normal aging. Furthermore, mRNA obtained from VGAT;NuTRAP mice included the transcript *Slc18a2*, which codes for the Type 2 vesicular monoamine transporter VMAT2, indicating that midbrain GABA neurons may be able to package serotonin for release. Neurons that synthesize both GABA and serotonin have been found in the lamprey (Barreiro-Iglesias et al., 2009) and sparingly in the rat raphe (Stamp and Semba, 1995), but have not been widely reported in mammalian brain. Additionally, pancreatic beta cells are reported to corelease GABA, serotonin, and ATP from dense core vesicles (Braun et al., 2007). Thus, while the specific neurons subpopulations involved are not known, the data here are consistent with the development of GABA–serotonin cotransmission in the midbrain throughout the process of normal aging. Furthermore, although there is a consensus of the overall importance of the effects of serotonergic signaling in the aged brain, particularly in AD patients (Meltzer, 1998), the individual events that occur are controversial (Mcentee and Crook, 1991), likely due to the different responses observed across areas of the brain (Ciranna, 2006). Overall, it appears that with aging, there is a global decrease in 5-HT receptors and an increase in serotonin turnover (Mcentee and Crook, 1991), which is consistent with the increased synthesis of serotonin-related enzymes observed in GABA neurons (Fig. 3*H*). On the other hand, the increased expression of these enzymes (Tph2, Pla2g4e, and Cyp2d22) also correlates with the increase of serotonergic signaling in the presence of inflammation and cellular stress (Singh et al., 2009; Chen and Miller, 2012; Liu et al., 2022), another event we observed in aged GABA neurons (Fig. 3*F*,*G*). Whatever the driving factors, serotonergic alterations certainly influence the excitatory and inhibitory inputs regulated by GABA neurons and could contribute to age-related cognitive decline (Rissman and Mobley, 2011).

Concerning the similarities in the aging of GABA and dopamine neurons, both neuronal types demonstrated overlapping pathways associated with increased response to inflammation and declining of synaptic structure and plasticity. As chronic inflammation and cellular senescence have been identified as two hallmarks of aging (López-Otín et al., 2023), it might be expected that aged dopamine and GABA neurons would also express genes connected with cellular senescence. Changes in Notch, MAPK, cAMP, and cytokine signaling were observed in both cells (Figs. 3, 4) and are signatures of the senescence-associated secretory phenotype (Jurcau et al., 2024). In association with changes in calcium homeostasis and synaptic structure and plasticity, these alterations point toward the occurrence of neuronal “senescence” in both (postmitotic) cell types (Baker and Petersen, 2018; Jurcau et al., 2024). These shared changes highlight some of the potential mechanistic links between neuronal aging and the increased vulnerability of these cells, particularly dopamine neurons, to neurodegeneration. Furthermore, some common findings could reveal potential targets for prevention therapy that could modulate inflammation and/or reinforce synaptic plasticity pathways (Zotey et al., 2023; Dhyani et al., 2024; Pinho et al., 2024).

Despite the undeniable evidence connecting age-related gene expression changes to deficits in neuronal function and neurodegeneration, our data also highlighted several mechanisms of adaptation that allowed dopaminergic and GABA neurons to maintain homeostasis during healthy aging. In fact, to maintain proper function, neurons in the aging brain knowingly undergo several changes in metabolism and connectivity (Aron et al., 2022). One such change is likely the increase in PI3K/Akt signaling pathway we observed in DAT;NuTRAP mice (Fig. 3*C*), which activates prosurvival signaling cascades during stress (Hu et al., 2018; Razani et al., 2021). Mitochondrial function adaptation is another mechanism previously observed in aged neurons (Stauch et al., 2014) that we identified here in dopamine neurons, particularly in aged males that showed upregulation of genes involved in complex IV (Fig. 5*H*). Dopaminergic neurons in females showed increased upregulation of genes involved in protection against oxidative stress (Fig. 5*H*; Zeevalk et al., 1997) and are likely an adaptive mechanism that confer defense of these cells against mitochondrial dysfunction. Furthermore, changes in synaptic connectivity and plasticity could also represent adaptive mechanisms during healthy aging, since observations suggest that reduced synaptic gene expression predicts longer lifespan among healthy individuals (Zullo et al., 2019; Aron et al., 2022). Some of the changes in calcium dynamics and signaling (Figs. 3*C*,*K*,*L*, 5*H*–*J*) are likely compensatory mechanisms promoted by these neurons as an attempt to decrease the levels of circulating intracellular calcium, particularly in situations of mitochondrial dysfunction (Toescu and Verkhratsky, 2004, 2007).

Concerning sex differences in the age-related transcripts, we found that these were prominent in autosomally encoded genes and were observed in both dopamine and GABA neurons. As age-related changes in estrogen and estrogen receptor levels promote alterations in female brains that affect synaptic connectivity, neuronal function, and gene expression (Brinton et al., 2015; Boyle et al., 2021), the detection of sex differences was anticipated. In fact, sex differences in gene expression are often conserved across species (Wapeesittipan and Joshi, 2023) and several areas of the brain (Berchtold et al., 2008; Hong et al., 2024), particularly during aging. Although dopamine neurons of the SNc appear to have fewer sex differences in gene expression patterns than other regions of the brain (Fass et al., 2024), age-driven sex effects in dopaminergic function and physiology have been reported (Howell et al., 2020; Buck et al., 2021b; Troyano-Rodriguez et al., 2023). Some of these events were reflected as altered gene expression particularly in males, such as decreased glutamate receptor signaling, potassium channel expression (Fig. 5*E*; GSE295369), alterations in mitochondrial proteomics and bioenergetics (Fig. 5*H*), and alteration in calcium dynamics (Fig. 5*H*,*I*). Interestingly, both dopamine and GABA datasets presented sex differences that appeared to match up with the known prevalence of neurodegenerative diseases (Abbas et al., 2018; Mehta et al., 2018; Fass et al., 2024). Alterations in dopamine neurons connected to PD and ALS were also reflected in the increased of gene expression changes connected with spinocerebellar ataxia in GABA neurons (Figs. 5*D*, 6*D*), which could reflect similarities in aging and susceptibility to neurodegeneration in the two cell types. Furthermore, some of the female findings such as altered Notch signaling of GABA neurons (Fig. 6*D*) could reflect the connection of the pathway to AD prevalence in females (Chen et al., 2019; Kapoor and Nation, 2021; Fass et al., 2024). Curiously, although females undergo major brain-related hormonal and systemic changes with age (Brinton et al., 2015), the present work (Figs. 5*G*, 6*G*; GSE295369) and published data concerning sex effects on neuronal aging (Howell et al., 2020; Buck et al., 2021b) suggest that midbrain dopamine and GABA neurons in males are more sensitive to age-driven changes than females. Studies of the hippocampus and a few other regions detected that male brains have globally decreased anabolic and catabolic capacity and are therefore more susceptible to neurodegeneration (Berchtold et al., 2008). Hence, the sex differences we observed between dopamine and GABA neurons with aging warrant further investigation and should be considered when studying the effects of aging on the midbrain and related circuits.

Although this work characterizes the translatomic effects of aging in dopaminergic and GABAergic neurons, one caveat is that the quasi-bulk nature of the NuTRAP approach did not allow for a further understanding of specific dopaminergic subpopulations (Azcorra et al., 2023). Future studies could integrate spatial transcriptomics in the midbrain or single-nuclei analyses to further unravel the complexity of age-driven changes in dopamine and GABA neurons, as has been observed in other regions of the brain (Gonzalez-Velasco et al., 2020; Hahn et al., 2023; Kilfeather et al., 2024). Furthermore, Patch-sequencing of dopamine neurons was recently demonstrated in a mouse AD model (Blankenship et al., 2024), and a similar approach could be used here to study subpopulations of physiologically characterized dopamine neurons with aging. Proteomics and functional studies will also be necessary to validate the roles of identified pathways in neuronal aging and disease progression.

In summary, the present work reveals molecular underpinnings of neuronal aging, highlighting shared and distinct changes in dopamine and GABA neurons while providing insights into mechanisms that could link aging to neurodegeneration. These findings offer a framework for understanding how aging shapes dopamine and GABA neuron function and susceptibility to neurodegenerative diseases, emphasizing the potential of targeting age-associated pathways for therapeutic interventions.

How the deposited data were processed for this re-analysis (not part of the article)

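Translating RNA of dopamine neurons (DAT;NuTRAP) and GABA neurons (VGAT;NuTRAP) of the midbrain was measured by RNA sequencing of the GFP-bound ribosome fraction, 1 library per mouse, in 37 libraries (19 DAT;NuTRAP and 18 VGAT;NuTRAP).

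The authors aligned reads with STAR 2.7.10b to the mouse genome mm39 and counted reads per gene with featureCounts, whose version is not given. Both tables hold raw counts, whole numbers of reads per gene with no scaling, for 57180 genes. The authors then removed low counts and astrocyte and microglia genes, corrected for batch and tested with DESeq2; the tables precede these steps.

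Libraries were grouped by model, age and sex from their column labels, which also gave a first or second batch. No column was left out. Xist, Ddx3y, Eif2s3y, Kdm5d and Uty were checked against sex labels, and Slc6a3, Th, Slc32a1, Gad1 and Gad2 against models. All 70 pairs of libraries within a condition were checked for duplicates; the lowest chi-square per degree of freedom was 5.22. Gene positions came from an Ensembl annotation of GRCm39, which held 56620 of the identifiers.

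Each comparison of old against young was fitted with edgeR 4.0.16 in R 4.3.3: TMM factors, genes kept by filterByExpr with a minimum count of 10 by age group, a robust quasi-likelihood fit with batch and age, and p-values adjusted by Benjamini-Hochberg. Comparisons covered both sexes, females and males of each model. Interactions tested age by sex within a model (male minus female) and age by cell type (VGAT;NuTRAP minus DAT;NuTRAP). Log2 fold changes are given with a standard error, and CPM (library-scaled counts from edgeR, with TMM factors) with an SD. Genes are said to have risen or fallen at an adjusted p below 0.05. The paper's cutoff is an adjusted p below 0.5 and an absolute log2 fold change over 0.5.

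Gene lists and cell type markers were written before the data were examined, from textbook knowledge; 3 lists consist of genes the paper names in these samples and are not independent evidence. Other lists hold some such genes; without them, a test chosen after the data were seen, 15 of 15 called list results kept the call and 1 further list passed, release machinery in DAT;NuTRAP (adjusted p = 0.0357; 0.534 with an estimated correlation). Of the 3 that had passed with an estimated correlation, serotonin synthesis in VGAT;NuTRAP (0.397) and raphe markers in VGAT;NuTRAP females (0.0863) no longer did. Lists were tested on voom values with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over the lists of a comparison. Beside it stand camera with the correlation estimated from the data and fry. A list is said to have risen or fallen at a camera adjusted p below 0.05 with the preset correlation. Members were also adjusted over their list alone.

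Genes named are those the paper names or shows, the 8 higher and 8 lower with the smallest p among those with an adjusted p below 0.05 (without gene models lacking a proper symbol), up to 4 members of a described list with the smallest p, and the label genes. For interactions the 8 with the smallest p in each direction could be named. ENSMUSG00000095041 lies outside this rule and was chosen after its values were seen.

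Overlaps were tested with a one-sided Fisher exact test over genes tested in both comparisons, and shares of X-linked and autosomal genes with a two-sided one. Each comparison was repeated over up to 100 groupings of the libraries. The tests were tried on simulated data, in which 200 genes were given a known change. Whether the simulated data hold the structure of the real libraries was not tested, so recovery and false shares apply to the simulation.

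Alternatives were DESeq2 1.42.0, with and without a batch term, and on counts adjusted by ComBat-seq in sva 3.50.0; limma-voom; RLE factors; stricter and looser count filters; no batch term; library size or sex as a covariate; a replicate block; single batches; each library left out; and removal of marker genes or of mice of other ages.

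Libraries held 13841253 to 38235015 counts, so a gene at 1 CPM had at least 13 counts per library.

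Input fractions, pathway analysis software, the published list of astrocyte and microglia genes and the list of common aging genes were not used here. Collection dates, sequencing dates and duplication levels, which the authors corrected for, were represented only by the batch label.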

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

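The tests of cell sources, of Tph2, of the Xist library and without the second old male were chosen only after the result was seen; the interaction tests and the regroupings of libraries were not.

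Astrocyte genes stood out in DAT;NuTRAP. Genes of the list other than the 6 looked at first had a median of 0.29 and all 14 were higher, so a larger share of astrocyte RNA and a response of astrocytes to age, the biological explanation left untested, cannot be told apart by these values. Whether old libraries held a lower share of dopamine neuron RNA could not be decided, since other marker lists went both ways. Mural and fibroblast markers gave -0.28 and GABA neuron markers -0.06, apart from the astrocyte list (permutation p = 1.00e-05 and 0.000310). The permutations treated list members as independent, and the fall of mural and fibroblast markers did not itself pass (camera adjusted p = 0.123). Microglia (0.69, permutation p = 0.983), endothelial (0.37, permutation p = 0.386) and oligodendrocyte markers (0.25, permutation p = 0.0374) were higher. A lower share of dopamine neuron RNA would need such rises. Libraries with few genes detected are argued against as the cause, since the first batch alone, with at least 19085 genes detected, gave 0.31 for the astrocyte list.

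Tph2 in VGAT;NuTRAP moved with the serotonin transporter gene Slc6a4 over the 12 second-batch libraries (Spearman 0.888, permutation p = 0.000150; Pearson 0.951, permutation p = 2.00e-05), and at 0.818 and 0.887 without the 2 farthest libraries. Slc6a4 itself gave 1.18 ± 0.77 over all libraries and 1.81 ± 0.42 in males, where old libraries held 1 to 173 counts. RNA from raphe serotonin neurons, captured in varying amounts, could account for both genes. GABA neurons that make Tph2 without other serotonin neuron genes are argued against as the whole cause: without Tph2 and Slc18a2, which the paper names, 9 of 9 raphe markers were higher over all libraries (median 0.27, adjusted p = 3.31e-05; 0.0113 with an estimated correlation). Both genes were also present outside the GABA neuron captures. Tph2 averaged 10.6 ± 9.41 CPM in DAT;NuTRAP libraries and 4.64 ± 4.10 in VGAT;NuTRAP, and Slc6a4 2.77 ± 2.90 and 1.50 ± 1.86. By the age by cell type test Tph2 gave 1.88 ± 0.71 (VGAT;NuTRAP minus DAT;NuTRAP, adjusted p = 0.999). A gain of the whole serotonin program by GABA neurons with age stays open and was not tested.

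The second old male VGAT;NuTRAP library held 143 Xist counts, where other male libraries held at most 2. A female library mixed in at the share Xist needs (65.2%) would leave a sum of 47.3 CPM over 4 Y-linked genes; the library had 135.8. A male with 2 X chromosomes is argued against as well: of Kdm6a, Eif2s3x, Kdm5c and Ddx3x, which escape X inactivation, 0 lay at the female level. No other biological explanation was tested, and the source of the Xist counts stays open.

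Of 62 groups of libraries tested for 1 far from the others, 10 had such a library, where chance flags about 1 in 20 groups. Rn18s-rs5 took 6.64% of counts in the fifth old DAT;NuTRAP male (others at most 0.764%) and 7.01% in the third young female (0.917%). That young female also had 0.390% mitochondrial counts (next 0.297%), and the fourth held 29419000 counts (next 19640280). The fourth young VGAT;NuTRAP female had 0.119% mitochondrial counts (next 0.127%). C4b reached 32.5 CPM in the fourth old DAT;NuTRAP male (next 17.1) and 13.7 in the third young male (next 7.70). In VGAT;NuTRAP, Cirbp reached 70.9 in the first old female (next 51.2), Rpl29 53.3 in the first young male (next 37.5) and Olfml2b 8.28 in the second young female (next 4.21).

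List differences between the sexes and between the cell types were called by camera with the preset correlation. Lists were not counted when sex or age was permuted, so these calls have no such check against chance. By the age by sex test (male minus female) in DAT;NuTRAP they were glutamate receptors (0.30), postsynaptic scaffold (0.21), synaptic adhesion (0.17), immediate early genes (0.28), cold-inducible RNA-binding proteins (0.52) and microglia markers (-0.65). With an estimated correlation none of these lists passed (smallest adjusted p = 0.341).

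In VGAT;NuTRAP the sexes differed in mitochondrially encoded proteins (0.84) and nuclear subunits of complex I (0.10), complex III (0.11) and complex V (0.070). Calcium genes gave -0.069, GABA receptors -0.091, release machinery -0.045, postsynaptic scaffold -0.044, synaptic adhesion -0.065, and PI3K and Akt genes -0.087. Ribosomal proteins gave 0.15, proteasome 0.079, oligodendrocyte markers 0.85 and oligodendrocyte precursor markers 0.98. The smallest adjusted p among them with an estimated correlation was 0.398. The second old male, the library with Xist, held 0.426% mitochondrial counts, against at most 0.159% in any other VGAT;NuTRAP library. Without it mitochondrially encoded proteins gave -0.18 (adjusted p = 0.555), and release machinery (-0.026, 0.0934) and oligodendrocyte precursor markers (0.38, 0.581) did not pass either. The other 11 lists passed, but 7 of them moved by over 1.5 times: oligodendrocyte markers fell to 0.20, while complex I gave 0.16, complex III 0.17, complex V 0.15, proteasome 0.16, GABA receptors -0.14 and postsynaptic scaffold -0.079.

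Between the cell types (VGAT;NuTRAP minus DAT;NuTRAP) the age effect differed for serotonin synthesis (0.13), ribosomal proteins (0.080), proteasome (0.061), dopamine neuron markers (0.18), raphe markers (0.29) and cholinergic markers (-1.70). With an estimated correlation the smallest adjusted p was 0.147.

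Genes outside those the paper discusses passed an adjusted p of 0.05. C4b gave 1.53 in DAT;NuTRAP. In VGAT;NuTRAP, Pcdhb9 gave 0.88, C4b 1.36, Pcdhb14 0.56 and Cirbp 0.44. In VGAT;NuTRAP females, ENSMUSG00000095041 gave 0.79, C4b 1.34, Pcdhb9 0.76, Pcdhb2 0.94 and Apoe 0.50. In males, Pcdhb9 gave 1.12, Rpl29 0.71, Rbm3 0.88 and Cirbp 0.72.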

How the results depend on the processing

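The filters joined to DESeq2, the fits without 2 libraries or without the second old VGAT;NuTRAP male, and the shortened lists were chosen only after the result was seen; other tests were set before the data were examined.

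Genes called by edgeR kept direction and call in 15 of 15 cases with DESeq2, in 9 of 15 in the second batch alone, in 0 of 5 in the first batch alone and in 4 of 15 without a batch term. Of 50 called list results, 10 kept the call with a correlation estimated from the data and 36 without a batch term. The counts of genes at the paper's cutoff moved most, and the cause was not tested for any setting, apart from the fewer libraries of single batches. Each library held at least 13841253 counts, but up to 12.1% of tested genes were at zero in second-batch DAT;NuTRAP libraries, against at most 0.430% in the first batch; genes without about 10 counts in as many libraries as the smaller age group holds were not tested. DAT;NuTRAP females, VGAT;NuTRAP females and VGAT;NuTRAP males had too few first-batch mice for a fit.

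With DESeq2, counts at the paper's cutoff were 47 (DAT;NuTRAP), 101 (VGAT;NuTRAP), 234 (DAT;NuTRAP females), 182 (DAT;NuTRAP males), 66 (VGAT;NuTRAP females) and 130 (VGAT;NuTRAP males). Counts at an adjusted p below 0.05 were 13 (DAT;NuTRAP), 23 (VGAT;NuTRAP), 31 (DAT;NuTRAP females), 7 (DAT;NuTRAP males), 23 (VGAT;NuTRAP females), 19 (VGAT;NuTRAP males), 13 (DAT;NuTRAP age by sex) and 2 (age by cell type). Shared genes numbered 7 (cell types), 6 (DAT;NuTRAP sexes) and 12 (VGAT;NuTRAP sexes). X-linked genes numbered 5 (DAT;NuTRAP females), 7 (DAT;NuTRAP males) and 8 (VGAT;NuTRAP males). With DESeq2 and no batch term, counts at the paper's cutoff were 3 (DAT;NuTRAP), 47 (VGAT;NuTRAP), 18 (DAT;NuTRAP females), 5 (DAT;NuTRAP males), 77 (VGAT;NuTRAP females) and 30 (VGAT;NuTRAP males). Below an adjusted p of 0.05 stood 2 (DAT;NuTRAP), 14 (VGAT;NuTRAP), 2 (DAT;NuTRAP females), 2 (DAT;NuTRAP males) and 14 (VGAT;NuTRAP females). With DESeq2 on ComBat-seq counts, counts at the paper's cutoff were 163 (VGAT;NuTRAP), 511 (DAT;NuTRAP females), 391 (DAT;NuTRAP males), 360 (VGAT;NuTRAP females) and 352 (VGAT;NuTRAP males). With an adjusted p under 0.05 were 16 (DAT;NuTRAP), 37 (VGAT;NuTRAP), 170 (DAT;NuTRAP females), 80 (DAT;NuTRAP males), 71 (VGAT;NuTRAP females) and 61 (VGAT;NuTRAP males). Shared genes numbered 25 (DAT;NuTRAP sexes) and 37 (VGAT;NuTRAP sexes). With limma-voom, counts at the paper's cutoff were 62 (VGAT;NuTRAP), 4 (DAT;NuTRAP females), 3 (DAT;NuTRAP males) and 14 (VGAT;NuTRAP females). The stricter limit of 0.05 left 3 (DAT;NuTRAP), 2 (DAT;NuTRAP females) and 3 (VGAT;NuTRAP males).

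With edgeR and no batch term, counts at the paper's cutoff were 2 (DAT;NuTRAP), 5 (VGAT;NuTRAP), 0 (DAT;NuTRAP females), 0 (DAT;NuTRAP males), 3 (VGAT;NuTRAP females) and 2 (VGAT;NuTRAP males). Counts at an adjusted p below 0.05 were 1 (VGAT;NuTRAP), 2 (VGAT;NuTRAP females) and 0 (VGAT;NuTRAP males). Shared genes numbered 1 (cell types) and 0 (VGAT;NuTRAP sexes). X-linked genes numbered 0 (VGAT;NuTRAP males). The log2 fold change correlation, DAT females and DAT males, was 0.00168. A log2 fold change correlation, VGAT females and VGAT males, was 0.0712. In the first batch only, counts at the paper's cutoff were 562 (DAT;NuTRAP), 2 (VGAT;NuTRAP) and 736 (DAT;NuTRAP males). Below an adjusted p of 0.05 stood 4 (DAT;NuTRAP), 0 (VGAT;NuTRAP) and 6 (DAT;NuTRAP males). In the second batch only, counts at the paper's cutoff were 2 (DAT;NuTRAP), 386 (VGAT;NuTRAP), 1 (DAT;NuTRAP females), 101 (DAT;NuTRAP males) and 459 (VGAT;NuTRAP females). With an adjusted p under 0.05 were 52 (VGAT;NuTRAP), 1 (DAT;NuTRAP females), 101 (VGAT;NuTRAP females) and 0 (VGAT;NuTRAP males).

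Requiring 10 counts in every library, counts at the paper's cutoff were 5 (DAT;NuTRAP males). The stricter limit of 0.05 left 2 (DAT;NuTRAP females). Shared genes numbered 5 (cell types) and 1 (DAT;NuTRAP sexes). The log2 fold change correlation, DAT all and VGAT all, was 0.166. A log2 fold change correlation, DAT females and DAT males, was 0.0920. With no filter beyond a total of 1 count, counts at the paper's cutoff were 2597 (DAT;NuTRAP), 3199 (VGAT;NuTRAP), 66 (DAT;NuTRAP females), 263 (DAT;NuTRAP males), 96 (VGAT;NuTRAP females) and 143 (VGAT;NuTRAP males). Counts at an adjusted p below 0.05 were 9 (VGAT;NuTRAP), 39 (DAT;NuTRAP females), 106 (DAT;NuTRAP males), 56 (VGAT;NuTRAP females) and 80 (VGAT;NuTRAP males). With log2 library size as a further covariate, counts at the paper's cutoff were 15 (DAT;NuTRAP females) and 2 (DAT;NuTRAP males). Below an adjusted p of 0.05 stood 0 (VGAT;NuTRAP males). With sex as a covariate, counts at the paper's cutoff were 23 (DAT;NuTRAP). With an adjusted p under 0.05 were 8 (VGAT;NuTRAP). Without the 24-month-old mouse, counts at the paper's cutoff were 67 (VGAT;NuTRAP). Without the astrocyte and microglia marker genes, counts at the paper's cutoff were 7 (DAT;NuTRAP) and 0 (DAT;NuTRAP males). At the paper's cutoff, the interaction count was 3 (age by cell type).

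With DESeq2 and 10 counts in every library, counts at the paper's cutoff were 65 (DAT;NuTRAP), 60 (VGAT;NuTRAP), 110 (DAT;NuTRAP females), 191 (DAT;NuTRAP males), 59 (VGAT;NuTRAP females) and 98 (VGAT;NuTRAP males). The stricter limit of 0.05 left 16 (DAT;NuTRAP), 19 (VGAT;NuTRAP), 16 (DAT;NuTRAP females), 7 (DAT;NuTRAP males), 22 (VGAT;NuTRAP females) and 16 (VGAT;NuTRAP males). With that filter, DESeq2 and no batch term, counts at the paper's cutoff were 6 (DAT;NuTRAP), 18 (DAT;NuTRAP females), 13 (DAT;NuTRAP males), 74 (VGAT;NuTRAP females) and 27 (VGAT;NuTRAP males). Counts at an adjusted p below 0.05 were 2 (DAT;NuTRAP), 12 (VGAT;NuTRAP), 4 (DAT;NuTRAP females), 2 (DAT;NuTRAP males) and 12 (VGAT;NuTRAP females). With that filter and ComBat-seq counts, counts at the paper's cutoff were 104 (DAT;NuTRAP), 110 (VGAT;NuTRAP), 414 (DAT;NuTRAP females), 352 (DAT;NuTRAP males), 202 (VGAT;NuTRAP females) and 364 (VGAT;NuTRAP males). Below an adjusted p of 0.05 stood 24 (DAT;NuTRAP), 32 (VGAT;NuTRAP), 102 (DAT;NuTRAP females), 88 (DAT;NuTRAP males), 80 (VGAT;NuTRAP females) and 81 (VGAT;NuTRAP males). Without the 2 libraries with fewer than 15000 genes detected, counts at the paper's cutoff were 1 (DAT;NuTRAP females). With an adjusted p under 0.05 were 1 (DAT;NuTRAP females). These alternatives were chosen after seeing the data.

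With sex and replicate number as a block, counts at the paper's cutoff were 1 (DAT;NuTRAP females), 0 (DAT;NuTRAP males), 11 (VGAT;NuTRAP females) and 19 (VGAT;NuTRAP males). The stricter limit of 0.05 left 7 (VGAT;NuTRAP). Old and young mice share only a number: residual correlations of same-numbered libraries ran from -0.162 to 0.0941, so nothing was paired.

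Leaving out each library in turn, counts at the paper's cutoff ran 4 to 31 (DAT;NuTRAP), 7 to 67 (VGAT;NuTRAP), 0 to 22 (DAT;NuTRAP females), 0 to 111 (DAT;NuTRAP males), 7 to 315 (VGAT;NuTRAP females) and 5 to 44 (VGAT;NuTRAP males). At an adjusted p below 0.05 they ran 0 to 2 (DAT;NuTRAP), 2 to 7 (VGAT;NuTRAP), 0 to 9 (DAT;NuTRAP females), 0 to 1 (DAT;NuTRAP males), 4 to 20 (VGAT;NuTRAP females) and 0 to 4 (VGAT;NuTRAP males).

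In the first batch only these lists reversed: complex I 0.056 (DAT;NuTRAP), complex III 0.075 (DAT;NuTRAP), complex IV and copper chaperone 0.031 (DAT;NuTRAP), complex V 0.023 (DAT;NuTRAP), GABA receptors -0.22 (DAT;NuTRAP) and synaptic adhesion and organisers -0.13 (DAT;NuTRAP). Further ones were PI3K and Akt signaling core -0.048 (DAT;NuTRAP), proteasome 0.029 (DAT;NuTRAP), immediate early genes -0.064 (VGAT;NuTRAP), dopamine neuron markers -0.25 (VGAT;NuTRAP), serotonin neuron (raphe) markers -0.13 (VGAT;NuTRAP) and complex I 0.064 (DAT;NuTRAP males). Further ones were glutamate receptors -0.053 (DAT;NuTRAP males) and the glutamatergic and G protein genes of the paper -0.50 (DAT;NuTRAP males). In the second batch only these reversed: mitochondrially encoded proteins 0.63 (DAT;NuTRAP) and dopamine neuron markers -0.067 (DAT;NuTRAP). Without a batch term these reversed: synaptic adhesion and organisers 0.078 (VGAT;NuTRAP females). Without the second old VGAT;NuTRAP male this reversed: mitochondrially encoded proteins -0.18 (VGAT;NuTRAP age by sex). With 1 library left out, reversed lists ran: complex I -0.11 to 0.024 (DAT;NuTRAP males), PI3K and Akt signaling core -0.0054 to 0.12 (DAT;NuTRAP males), postsynaptic scaffold -0.093 to 0.0064 (VGAT;NuTRAP males) and astrocyte markers -0.049 to 0.65 (VGAT;NuTRAP males).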

Differences from the paper's values

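The filters joined to DESeq2 and the fit without 2 libraries were chosen only after the result was seen. At the paper's cutoff, in DAT;NuTRAP, the paper gives 180 higher and 212 lower genes; edgeR gave 13 and 2. In DAT;NuTRAP females the paper gives 681 higher and 588 lower genes, against 9 and 0 here. In DAT;NuTRAP males the paper gives 795 higher and 834 lower genes, against 1 and 0 here. In VGAT;NuTRAP the paper gives 119 higher and 77 lower genes, against 18 and 13 here. In VGAT;NuTRAP females the paper gives 252 higher and 221 lower genes, against 15 and 7 here. In VGAT;NuTRAP males the paper gives 451 higher and 347 lower genes, against 7 and 1 here.

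Of the alternatives set before the data were examined, these came within 1.5 times of the paper: in VGAT;NuTRAP, DESeq2 on ComBat-seq counts (100 higher and 63 lower). In VGAT;NuTRAP females the same setting did (186 and 174), as did the second batch alone (259 and 200) and, for lower genes, leaving out the first old female (168). In DAT;NuTRAP only lower genes in the first batch alone did (247). No other alternative did, including DESeq2 with a batch term and no batch term, and none in DAT;NuTRAP females, DAT;NuTRAP males or VGAT;NuTRAP males. The filters added later did not reach the paper's counts either.

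Shared by both DAT;NuTRAP sexes the paper has 76 higher and 71 lower genes, against 0 and 0 here, and for VGAT;NuTRAP 36 and 29, against 2 and 0. Shared by the cell types it shows about 9 higher and about 6 lower in Fig. 4F, read by eye, against 2 and 0. DESeq2 on ComBat-seq counts gave 20 lower genes shared by the VGAT;NuTRAP sexes and DESeq2 7 higher genes shared by the cell types, both within 1.5 times; no other setting did.

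X-linked genes number 27 in DAT;NuTRAP females and 48 in males in the paper, against 0 and 0 here. For VGAT;NuTRAP it has 6 in females, 33 in males and 4 in both, against 0, 1 and 0. Neither DESeq2 nor the fit without a batch term reached these values.

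For Slc17a6 the paper gives a log2 fold change of -1.1 in DAT;NuTRAP males and -0.7 in females, against -0.038 and -0.33. Without a batch term females gave -0.53, within the error; no setting reached the male value.

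Genes the paper names mostly missed its cutoff here. In DAT;NuTRAP, of 57 named genes 25 were higher and 32 lower, 8 had an unadjusted p below 0.05 with edgeR, and 0 had an adjusted p below 0.5 (smallest 0.636). In VGAT;NuTRAP, of 30 genes 19 had an unadjusted p below 0.05 and 3 an adjusted p below 0.5. In DAT;NuTRAP females 0 of 19 and in males 2 of 26 had an unadjusted p below 0.05. The paper proposes that the age response of the sexes differs more in dopamine neurons; with edgeR no gene passed the age by sex test in either cell type (703 in DAT;NuTRAP and 875 in VGAT;NuTRAP had an unadjusted p below 0.05), and with DESeq2 13 passed in DAT;NuTRAP and 0 in VGAT;NuTRAP.

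Of the genes looked up in the comparison the paper names them for, 3 passed its cutoff with edgeR, Rasgrp1, Tshz3 and Bmp7 in VGAT;NuTRAP. In groups for which they were not looked up, edgeR called Etnppl (1.21) in DAT;NuTRAP females, Ighm (0.94) and Marcksl1 (-0.53) in VGAT;NuTRAP females, and Olfml2b (-1.99), Tph2 (1.67) and Bmp7 (2.38) in VGAT;NuTRAP males. Other settings called more. For DAT;NuTRAP the first batch alone called Ptk2b (-1.14), Cnr1 (-0.73), Chrm1 (-0.53), Ryr2 (-0.65), Tenm4 (-0.88), Il1rapl1 (-0.67), Chrm2 (-0.90), Hrh1 (-0.74), Efemp2 (0.54), Rftn2 (0.83), Olfml2b (0.88), mt-Nd4 (-1.10), mt-Nd5 (-0.64) and mt-Co1 (-1.78). DESeq2 called Etnppl (0.69) and Olfml2b (0.71), and limma-voom, a filter of 10 counts in every library, and sex as a covariate called Etnppl. With no filter beyond a total of 1 count, and with ComBat-seq counts and 10 counts in every library, Klhdc7a was called too, and without the 2 libraries with few genes detected Olfml2b was called. Leaving out 1 library called Etnppl.

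For VGAT;NuTRAP the second batch alone further called Tph2 (1.57), Met (-0.57), Abca8a (0.93), Ebf2 (0.67), Ighm (0.82), Rftn2 (0.91), Lpl (0.62) and Olfml2b (-1.06). DESeq2, with or without a batch term and with either filter, called Tph2 (1.18), Ighm (0.84) and Olfml2b (-1.24). On ComBat-seq counts DESeq2 called Tph2 (1.15), Cyp2d22 (0.50), Abca8a (0.72), Ighm (0.84), Rftn2 (0.68) and Olfml2b (-1.23), and Ebf2 with 10 counts in every library. Calls of limma-voom were Tph2 (1.33), Met (-0.53), Ebf2 (0.57), Ighm (0.78) and Lpl (0.60), and those with no filter beyond a total of 1 count were Tph2 (1.19), Mylk (-0.57), Abca8a (0.78), Ighm (0.84), Rftn2 (0.74) and Olfml2b (-1.24). The replicate block called Tph2 (1.35) and Ebf2 (0.52), a filter of 10 counts in every library Olfml2b (-1.24), sex as a covariate Ighm (0.77) and the fit without the 24-month-old mouse Met (-0.61). Leaving out 1 library called Ebf2, Ighm, Met and Olfml2b, each in at least 1 case.

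For DAT;NuTRAP males the first batch alone called mt-Nd4 (-0.96), mt-Nd5 (-0.58), Ndufs7 (0.63), mt-Co1 (-1.51), Gpx3 (-0.56), Ryr2 (-0.84), Grik2 (-0.55), Grm7 (-0.64) and Grm8 (-0.78), and the second batch alone mt-Nd4 (0.89), mt-Nd5 (0.65) and mt-Nd6 (0.66). ComBat-seq counts called Gstm7 (-0.54), and the fit with no filter beyond a total of 1 count Grin2b (0.51). In DAT;NuTRAP females no setting called any of the 19 genes looked up there. Of genes the paper's text gives as lower, Grin2a (0.040) and Cnr1 (0.024) had the other sign in DAT;NuTRAP with edgeR, as did Grin2b (0.51), Grik2 (0.058) and Grm8 (0.053) in males.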

Other observations

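The regroupings of libraries were set in advance; no test in this part was chosen only after the result was seen.

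Cholinergic neuron genes fell in VGAT;NuTRAP, at low and uneven levels. The median of the list averaged 1.35 ± 1.54 CPM, and its sum ran from 0.807 to 43.2 CPM over the 18 libraries. Whether cholinergic neurons were captured in varying amounts was not tested. Chat, which makes acetylcholine, gave -1.33 ± 0.31, Slc5a7, the choline transporter, -1.57 ± 0.52, the transcription factor Isl1 -1.44 ± 0.59, and Slc18a3, the vesicular transporter, -1.75 ± 0.83 (median -1.51, camera adjusted p = 4.61e-07; 0.0412 with an estimated correlation). The first batch alone gave -0.25 (adjusted p = 0.787). Cold-inducible RNA-binding genes rose (median 0.44 over 3 genes, adjusted p = 0.00169; 0.0310 with an estimated correlation). Npy, a neuropeptide, gave -1.20 ± 0.32 and passed over the neuropeptide list alone (adjusted p = 0.0280), while the list gave -0.18 (adjusted p = 0.360). Six3, a GABA neuron transcription factor, gave -0.77 ± 0.20 (list-adjusted p = 0.0184); the GABA marker list gave -0.14 (adjusted p = 0.348).

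Heat shock and chaperone genes fell in both cell types, 21 of 28 lower in DAT;NuTRAP (median -0.11, adjusted p = 2.95e-06; 0.178 with an estimated correlation) and 23 in VGAT;NuTRAP (median -0.08, adjusted p = 0.000109; 0.251 with an estimated correlation). Hsph1 gave -0.19 ± 0.07 and -0.21 ± 0.07, and Hspe1, a mitochondrial chaperonin, -0.22 ± 0.07 in DAT;NuTRAP. VGAT;NuTRAP gave -0.02 in the second batch (adjusted p = 0.298). Ribosomal protein genes fell in DAT;NuTRAP (median -0.06, adjusted p = 0.000747; 0.595 with an estimated correlation) and so did proteasome genes (median -0.05, adjusted p = 0.00157; 0.583 with an estimated correlation). Both lost this without the fifth old male (adjusted p = 0.505 and 0.389), and the proteasome gave 0.03 in the first batch. Immediate early genes rose in DAT;NuTRAP (median 0.24, adjusted p = 0.00158; 0.506 with an estimated correlation), with 0.12 in the second batch (adjusted p = 0.490). Per1, a clock gene, gave 0.28 ± 0.08 in VGAT;NuTRAP and passed over the list alone (adjusted p = 0.0419).

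Oligodendrocyte markers rose in DAT;NuTRAP (all 18 higher, median 0.25, adjusted p = 4.98e-09; 0.178 with an estimated correlation), and Cnp passed over the list alone (0.40 ± 0.11, adjusted p = 0.0337). Endothelial markers gave 0.37 (adjusted p = 0.00728; 0.582 with an estimated correlation), and 0.20 without the fifth old male (adjusted p = 0.0828). Oligodendrocyte precursor markers gave 0.12 (adjusted p = 0.242), mural and fibroblast markers -0.28 (adjusted p = 0.123), and ependymal and choroid plexus markers 0.27 (adjusted p = 0.359). Dopamine neuron markers gave 0.02 (adjusted p = 0.977), and GABA receptors 0.02 (adjusted p = 0.909), where Gabbr2 passed over the list alone (0.19 ± 0.05, adjusted p = 0.0304). In VGAT;NuTRAP, dopamine neuron markers rose (median 0.18, adjusted p = 4.21e-07; 0.516 with an estimated correlation), but gave -0.25 in the first batch (adjusted p = 0.113).

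Libraries were regrouped without regard to age, and each real value is followed by the number of groupings at least as large, the real one included, and the highest of the others. Chance could be excluded for the genes at the paper's cutoff, 15 for DAT;NuTRAP (3 of 100, highest other 115). It could also be excluded for genes at an adjusted p below 0.05, 1 for DAT;NuTRAP (2 of 100, highest other 1), 4 for VGAT;NuTRAP (1 of 100, highest other 3) and 5 for VGAT;NuTRAP females (3 of 100, highest other 60). It could not be excluded for other counts at the paper's cutoff, 31 for VGAT;NuTRAP (8 of 100, highest other 248), 9 for DAT;NuTRAP females (10 of 100, highest other 4650), 1 for DAT;NuTRAP males (18 of 100, highest other 847), 22 for VGAT;NuTRAP females (11 of 100, highest other 312) and 8 for VGAT;NuTRAP males (11 of 35, highest other 316). Nor could it be for genes at an adjusted p below 0.05 in VGAT;NuTRAP males, 5 (5 of 35, highest other 22). A real count of 0 cannot be tested this way, since every grouping is at least as large. This held for DAT;NuTRAP females (100 of 100, highest other 364) and DAT;NuTRAP males (100 of 100, highest other 289). For interactions sex or age was permuted, and real counts of 0 again could not be tested. They were those of DAT;NuTRAP age by sex (100 of 100, highest other 5), VGAT;NuTRAP age by sex (100 of 100, highest other 2) and age by cell type (100 of 100, highest other 1). Counts of gene lists past an adjusted p of 0.05 could be due to chance in each comparison, 16 for DAT;NuTRAP (20 of 100, highest other 26), 16 for VGAT;NuTRAP (14 of 100, highest other 23), 13 for DAT;NuTRAP females (9 of 100, highest other 19), 17 for DAT;NuTRAP males (27 of 100, highest other 30), 15 for VGAT;NuTRAP females (14 of 100, highest other 21) and 23 for VGAT;NuTRAP males (3 of 35, highest other 28). In the same order, the other groupings gave medians of 8, 9, 6, 12, 8 and 13 lists. Lists were not counted for interactions. Of the fold change correlations, chance could be excluded for 0.104 for the cell types (1 of 100, highest other 0.0805), and not for 0.0136 for DAT;NuTRAP sexes (33 of 100, highest other 0.101) and 0.151 for VGAT;NuTRAP sexes (2 of 35, highest other 0.161).

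Groupings that followed the batches gave counts as large as the real one in 3 comparisons. In DAT;NuTRAP females all 9 other groupings with at least 9 genes at the paper's cutoff put a whole batch into one group (the largest 4650, 2263 and 851), while the second batch alone gave 1 gene by age. In VGAT;NuTRAP males 5 of 10 such groupings did (316, 258, 87, 83 and 53), as did 2 at an adjusted p below 0.05 (22 and 6), and the second batch alone gave 10 and 0. In VGAT;NuTRAP females 1 did (33), and the second batch alone gave 459. Counts several times the real one point to a structure among the libraries, and fits made unstable where group and batch nearly coincide were not tested apart from it.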
